# Regnase-2 inhibits glioblastoma cell proliferation

**DOI:** 10.1038/s41598-024-51809-x

**Published:** 2024-01-18

**Authors:** Weronika Sowinska, Mateusz Wawro, Jakub Kochan, Aleksandra Solecka, Jarosław Polak, Borys Kwinta, Aneta Kasza

**Keywords:** Biochemistry, Cancer, Cell biology, Molecular biology, Neuroscience

## Abstract

Regnase-2 (Reg-2/MCPIP2/ZC3H12B) is uniquely expressed at a high level in the healthy brain and down-regulated in samples from patients with glioma, reaching the lowest level in high-grade glioblastoma multiforme (GBM). This RNase is involved in the regulation of neuroinflammation through the degradation of *IL-6* and *IL-1* mRNAs, key pro-inflammatory cytokines for GBM pathology. Reg-2 is a strong inhibitor of the proliferation of human glioblastoma cell lines and blocks their potential to form colonies. Here, we describe that overexpression of Reg-2 stalls glioblastoma cells in the G1 phase of the cell cycle and reduces the level of transcripts implicated in cell cycle progression. These newly identified targets include *CCND1, CCNE1, CCNE2, CCNA2, CCNB1*, and *CCNB2*, encoding the cyclins as well as *AURKA* and *PLK1*, encoding two important mitosis regulators*.* By RNA immunoprecipitation we confirmed the direct interaction of Reg-2 with the investigated transcripts. We also tested mRNA regions involved in their interaction with Reg-2 on the example of *CCNE2*. Reg-2 interacts with the 3’UTR of *CCNE2* in a dose-dependent manner. In conclusion, our results indicate that Reg-2 controls key elements in GBM biology by restricting neuroinflammation and inhibiting cancer cell proliferation.

## Introduction

Glioblastoma multiforme (GBM) is one of the most aggressive malignancies, accounting for 14.5% of all tumors of the central nervous system and 48.6% of malignant tumors of the central nervous system^1^. It is characterized by its highly proliferative index, aggressive invasiveness, and short patient survival (median survival of 15 months)^2^. One of the hallmarks of GBM is neuroinflammation. The inflammatory microenvironment promotes tumor development, migration, invasion, proliferation, resistance to apoptosis, and the maintenance of stem cell-like properties^3,4^. Inflammatory signaling drives the progression of GBM through the continuous secretion of pro-inflammatory cytokines and factors that attract and activate glioma-associated microglia/macrophages. In GBM this feedforward loop relies on the activation of RelB/p50 complexes by the canonical NF-κB pathway resulting in activation of proinflammatory genes. The same pathway inhibits the expression of proinflammatory genes in non-transformed astrocytes^5^.

Regnase-2 (Reg-2/MCPIP2/ZC3H12B) is a recently described RNase involved in the regulation of neuroinflammation^6,7^. It belongs to the Regnase/MCPIP/ZC3H12 family of proteins that includes three other members: Reg-1/MCPIP/ZC3H12A, which is the founder and the best described member of the family, Reg-3/MCPIP/ZC3H12C, and Reg-4/MCPIP4/ZC3H12D. They all possess the conservative nucleolytic NYN/PIN domain and CCCH-zinc finger, both involved in their RNase activity. Reg-2 is present almost uniquely in the brain. It controls brain homeostasis through active regulation of inflammation in primary human and mouse astrocytes and primary mouse microglia^7^. Using the mouse model of sterile neuroinflammation induced by peripheral administration of LPS and a mouse model of multiple sclerosis (experimental autoimmune encephalomyelitis (EAE)) we have shown that Reg-2 level is down-regulated during neuroinflammation. An inflammatory environment reduces the amount of Reg-2 both at mRNA and protein levels. Following IL-1 stimulation, Reg-2 is phosphorylated, ubiquitinated, and degraded by the proteasome^7^. What is more, according to the *Oncopression* database, the Reg-2 level is significantly down-regulated in brain cancer tissue compared to normal brain tissue^8^. We have found that the level of Reg-2 is reduced in human glioblastoma samples, reaching the lowest amount in patients with high-grade glioblastoma multiforme (GBM). A low level of Reg-2 correlates with poor survival of GBM patients^7^. By screening The Cancer Genome Atlas (TCGA) and the Chinese Glioma Genome Atlas (CGGA) databases and their validation using Cox regression analysis, Reg-2 was identified as one of the predictor factors of the prognosis of glioma^9^.

Reg-2 is detected in the cytoplasm where it forms characteristic small, granule-like structures which are typical for the proteins involved in the mRNA turnover^6,10^. Through the direct interaction with the stem-loop structure present in the 3’UTR of interleukin-6 (IL-6) mRNA Reg-2 restricts its level^6,7^. So far, only a few other targets for Reg-2 have been described. They include mRNAs coding another pro-inflammatory cytokine interleukin-1 (IL-1), apoptotic factor IER-3, and a member of the Regnase/MCPIP/ZC3H12 family RNase Reg-1^6,7^. Importantly, both interleukins identified so far as Reg-2 targets are well-described crucial players in GBM biology. Using the TCGA database and patient-derived primary glioma cells, it was established that the expression of IL-6 or IL-1 (and their receptors) is a predictor of an unfavorable prognosis^5,11^. Therefore Reg-2 controls the turnover of transcripts of the cytokines which are significantly correlated with poor glioma patient survival. Recently we have discovered that Reg-2 inhibits the proliferation of human glioblastoma cell line U251-MG and mouse glioblastoma cell line KMWT1 established from the spontaneous glioma tumor^7^. Despite the significant effects of Reg-2 on glioma cells the proliferation mechanisms by which this phenotype is reached remain elusive. Here we reveal the details of Reg-2-dependent inhibition of cell proliferation.

## Results

### Reg-2 inhibits the proliferation of human glioblastoma cell line U87-MG

We have already shown that Reg-2 restricts the proliferation of the U251-MG human glioblastoma cell line and KMWT1 mouse spontaneous glioblastoma cells^7^. To confirm that this phenomenon is universal we analyzed the influence of Reg-2 on another human glioblastoma cell line derived from a malignant glioblastoma tumor, U87-MG. Using the Sleeping Beauty (SB) transposon system we generated U87-MG cell lines with introduced sequences encoding WT Reg-2 (U87-Reg-2) or its mutein Reg-2-D/A (U87-Reg-2D/A) or luciferase (U87-luc) under the control of doxycycline (dox)-inducible promoter. Reg-2-D/A is a nucleolytically inactive protein due to the replacement of one of the crucial aspartic acids in the NYN/PIN domain, required for the binding of magnesium ions, by alanine (D196A)^6,7^. Without dox stimulation, all modified cells divide at the same rate. However, as shown in Fig. 1a the time-dependent increase in the cell number is blocked when WT Reg-2 is expressed. The number of U87-Reg-2 cells remains almost constant within 72 h of their culture in a medium containing dox. Simultaneously, the proliferation of control U87-luc cells under the same conditions remains exponential within the examined period with a doubling time of approx. 24 h. The observed effect of Reg-2 on cell proliferation mainly relies on its nucleolytic activity; however, the number of U87-Reg-2D/A cells after 72 h of dox stimulation is slightly reduced in comparison to untreated and control cells.

**Figure 1:**
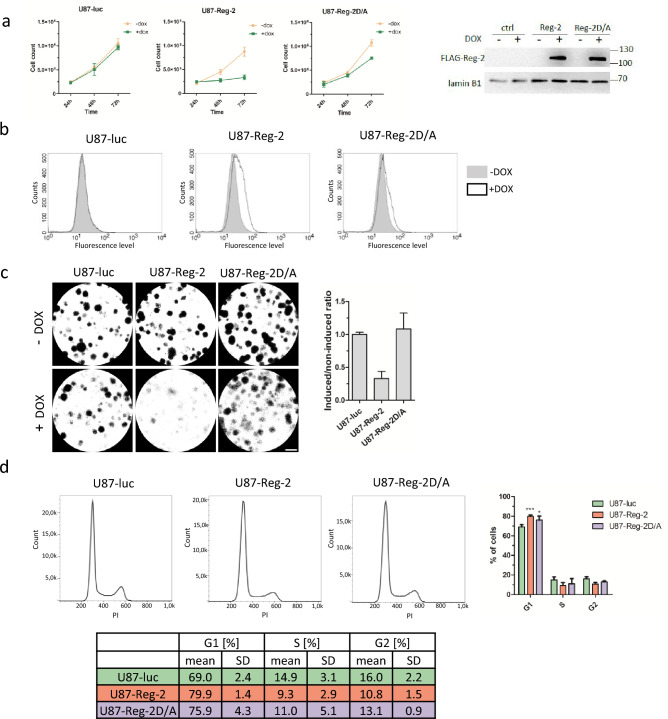
Regnase-2 inhibits proliferation, and stalls the cell cycle at the G1 phase. (**a**) U87-MG cells were treated with dox (1 μg/mL) or left untreated and counted 24, 48, and 72 h after the addition of **d**ox. The levels of Reg-2 and Reg-2 D/A were examined using western blotting. The graph shows results from three independent experiments + / − SD. (**b**) U87-luc, Reg-2, or Reg-2D/A cells were labeled using CellTrace Far Red reagent and divided into two dishes. One dish was induced with doxycycline (1 μg/ml), the other was left untreated. After 48 h of induction, the fluorescence was measured by flow cytometry. The graphs show histogram overlays of noninduced (gray) and induced (white) cells. Representative results of three independent experiments are shown. (**c**) U87-MG cells were plated on 6-well plates (100 cells/well), and treated with dox (1 μg/ml) daily until visible colonies were formed (10 days). Then the colonies were fixed and stained. Graph presents the ratio of the surface covered by colonies formed by dox-induced to non-induced cells normalized to control cells (luc) (mean value of three independent experiments ± SD) (**d**) U87-luc/Reg-2/Reg-2D/A cells were treated with dox (1 µg/mL) for 48 h, and cell cycle analysis was performed. The graphs show a histogram of propidium iodide fluorescence in particular cell lines. Representative results of three independent experiments are shown. The graph and table show the percentages of cells in each cell cycle phase. The data were analyzed using two-way ANOVA and Bonferroni's post-hoc test (***p < 0.001; *p < 0.05).

Since the detected effect of Reg-2 on cell number could be due to cell death and/or inhibition of their proliferation we employed the CellTrace Far Red assay to monitor cell proliferation. Cells were stained with CellTrace Far Red reagent (Thermo Fisher Scientific) and cultured for 48 h with/without dox. Cell division was tracked by measuring the fluorescent signal generated after the conversion of cell permeable fluorescent molecules to their derivatives by intracellular esterases. As a result of cell division and the spread of fluorescent dye, the signal decreases approximately two-fold per division. Figure 1b shows the shift toward higher intensity of the peak in U87-Reg-2 cells treated with dox. Such an outcome suggests that induction of Reg-2 overexpression results in slower proliferation of U87-Reg-2 cells. The effect of ribonucleolytic inactive mutein (Reg-2-D/A) on U87 cell proliferation is much weaker (Fig. 1b).

To further determine the influence of Reg-2 on cell division we performed a clonogenic assay. This tool allows monitoring in vitro the ability of single cells to grow into a colony. Reg-2 overexpression strongly inhibits glioma cell division and its potential to form colonies (Fig. 1c). This regulation requires an intact NYN/PIN domain as the effect of nucleolytic-inactive Reg-2-D/A on colony formation was similar as in the control cells (Fig. 1c).

### Impact of Reg-2 on the glioblastoma cell cycle

To reveal the mechanisms responsible for Reg-2-dependent inhibition of proliferation, we analyzed its influence on the cell cycle. U87-Reg-2, U87-Reg-2D/A, and control cells were stained with propidium iodide dye, and the number of cells in the individual phases of the cell cycle was estimated by flow cytometry. After dox induction, the population in phase G1 increases from ~ 70% in control to ~ 80% in U87-Reg-2 cells. A similar but much weaker trend is observed in U87-Reg-2D/A cells. The S phase is not significantly affected by Reg-2 overexpression in investigated cells. Cells in the G2 phase accounted for ~ 11% in U87-Reg-2,  ~ 13% in U87-Reg-2D/A, and ~ 16% in control cells (Fig. 1d). We concluded that Reg-2 stalls U87-MG glioblastoma cells in the G1 phase. This process relies mainly on its nucleolytic activity; however, inactive ribonucleolytic Reg-2 also exerts a weak effect.

### Reg-2 targets are involved in cell cycle transitions and are up-regulated in samples from patients with glioblastoma

To identify mRNA targets implicated in cell cycle regulation, we have performed an RNAseq analysis of the transcriptome of U251-MG human glioblastoma cells overexpressing Reg-2 or luciferase (control). 

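RNA was sequenced from 6 samples of U251-MG, an established human glioblastoma cell line. Cells of 3 samples overexpressed Reg-2 from a dox-inducible transposon and cells of the other 3 were the luciferase control (luc control). The sample labels give 1 µg/ml dox for 24 h and selection with 1 µg/ml puromycin, and call the control cells mock-transfected. ZC3H12B, the gene encoding Reg-2, lies on chromosome X of GRCh38 from 65366638 to 65507887. Its transcript was at 0.014 ± 0.008 TPM (SD, n = 3) in luc control cells and at 65.0 ± 3.22 TPM (SD, n = 3) in Reg-2 cells. This was a log2 fold change of 6.02 (standard error 0.064, adjusted p = 1.35e-16 from limma), on the scale of log2(TPM + 1), which understates the change of a transcript near 0. Among the transcripts with the largest decrease were TMX1, which encodes a thioredoxin-related protein of the endoplasmic reticulum membrane, RC3H2, which encodes the RNA-binding protein Roquin-2, and ITGAV, which encodes integrin αV. TMX1 had a log2 fold change of -1.36 (standard error 0.080, adjusted p = 7.64e-08 from limma), RC3H2 one of -1.34 (adjusted p = 7.34e-08) and ITGAV one of -1.34 (adjusted p = 9.18e-08). In all, 5352 of 10717 tested genes were lower and 927 were higher in Reg-2 cells at an adjusted p under 0.05.
The TPM value of a transcript is its share of all transcripts after a correction for length, and the small cytoplasmic 7SL and nuclear 7SK RNAs held 65.5% to 68.5% of it in luc control samples and 71.1% to 74.4% in Reg-2 samples. The median tested gene had a log2 fold change of -0.18. After scaling by the median of ratios over the tested genes, a step chosen after the values were seen, 2950 genes were lower and 2889 were higher. A change from this scaling is called a change relative to the median gene, and TMX1 (-1.15), RC3H2 (-1.14) and ITGAV (-1.13) were lower on it as well. The libraries were made from rRNA-depleted total RNA, and sequencing and quantification on genome build hg38 were done by Qiagen Genomic Services. The aligner and the counting tool are not given in the sources used here. The number of reads per sample is unknown from these values, and the paper does not state whether the triplicates were independent cultures, so the p-values measure the spread between samples, which may be technical.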

Obtained results have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE248634. Of the 29 analyzed transcripts encoding proteins involved in the regulation of proliferation, 21 mRNAs encoding cyclins, kinases, and regulatory proteins were significantly down-regulated by Reg-2 (Table 1). 

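All 8 cyclin transcripts of Table 1 were lower in Reg-2 cells than in luc control cells. Of the 9 transcripts for kinases and their inhibitor p19 (CDKN2D), 7 were lower, CDK7 was higher and CDK1 did not pass the test. Of the 12 transcripts for cell division cycle proteins, 11 were tested, of which 9 were lower and CDC7 and CDC26 were higher. In all, 24 of 28 tested transcripts were lower and 3 were higher at an adjusted p under 0.05 from limma (24 lower and 3 higher when adjusted over the list alone). The paper does not state whether the values of these samples entered the choice of the list, and the count adjusted over the list is not taken as independent evidence. CDK6 had a log2 fold change of -0.58 (standard error 0.075, adjusted p = 2.3e-05 from limma), CDKN2D one of -0.67 (adjusted p = 5.47e-06) and CDC6 one of -0.71 (adjusted p = 9.66e-06). CDK7 rose by a log2 fold change of 0.29 (adjusted p = 0.00664 from limma), CDC7 by 0.25 (adjusted p = 0.0071) and CDC26 by 0.32 (adjusted p = 0.00157). CDK1, at 91.3 ± 8.08 TPM (SD, n = 3) in luc control cells and 85.7 ± 5.22 TPM in Reg-2 cells, had a log2 fold change of -0.088 (adjusted p = 0.353 from limma) and one of 0.13 (adjusted p = 0.0767) relative to the median gene. It passed as higher with TPM scaled to the protein-coding total (adjusted p = 0.0397) or to the total without 7SL and 7SK RNA (0.0258). CDC14A, at 0.854 TPM in luc control cells and 0.98 TPM in Reg-2 cells, was too low to be tested. CDC45 had the smallest decrease of those called (-0.19, adjusted p = 0.0323 from limma), and its call was lost with no filter (adjusted p = 0.0811), in a fit with the replicate number as a term (0.0849), without luc control replicate 1 (adjusted p = 0.0831), 2 (0.0533) or 3 (0.0742) and without Reg-2 replicate 2 (0.0735) or 3 (0.0708). Relative to the median gene 12 transcripts were lower, namely 4 cyclins (CCNE2, CCNE1, CCND1, CCND3), CDKN2D, CDK6, CDK2, PLK1, CDC6, CDC14B, CDC25A and CDC20, and the same 3 were higher.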

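CCNE2 and CCND1 were the cyclin transcripts with the largest decrease in Reg-2 cells. Cyclins D1, E1, E2 and A2 act around the passage of cells from G1 into S phase, and the transcripts of all 4 were lower in every Reg-2 sample than in every luc control sample. This separation also held for 5749 of the 10717 tested genes. CCNE2 lies on chromosome 8 of GRCh38 from 94879770 to 94896678. Its level was 39.3 ± 4.41 TPM (SD, n = 3) in luc control cells and 18.0 ± 1.48 TPM (SD, n = 3) in Reg-2 cells, a log2 fold change of -1.08 (standard error 0.088, adjusted p = 5.96e-07 from limma). CCND1, on chromosome 11 from 69641087 to 69654474, was at 56.5 ± 4.15 TPM in luc control cells and 29.2 ± 0.946 TPM in Reg-2 cells, a log2 fold change of -0.93 (standard error 0.072, adjusted p = 4.42e-07 from limma). The much less abundant CCNE1, on chromosome 19 from 29811898 to 29824308, was at 5.23 ± 0.581 TPM in luc control cells and 3.54 ± 0.145 TPM in Reg-2 cells. Its log2 fold change was -0.45 (standard error 0.073, adjusted p = 1.49e-04 from limma). CCNA2, on chromosome 4 from 121816444 to 121823933, was at 89.1 ± 9.22 TPM in luc control cells and 68.5 ± 3.19 TPM in Reg-2 cells, a log2 fold change of -0.37 (standard error 0.081, adjusted p = 0.00143 from limma). Relative to the median gene, CCNE2 (-0.88, adjusted p = 6.7e-06), CCND1 (-0.72, adjusted p = 5.6e-06) and CCNE1 (-0.28, adjusted p = 0.00234) were lower, while CCNA2 (-0.16, adjusted p = 0.0545) did not pass the test.

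**Figure D1:**
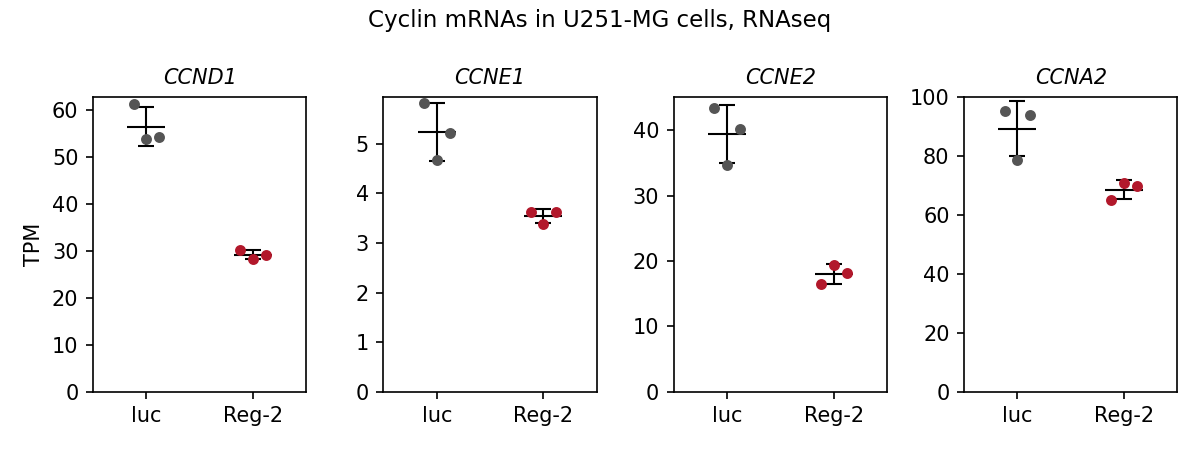
Level in TPM (vertical axis, from 0) of CCND1, CCNE1, CCNE2 and CCNA2 in 3 luc control and 3 Reg-2 samples of U251-MG cells. Points are samples, horizontal lines are means and bars are SD. The Reg-2 points lie below the luc control points in all 4 panels, with a mean for CCNE2 of 39.3 TPM in luc control cells and 18.0 TPM in Reg-2 cells.

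Most genes of G1/S and S phase were also lower. RRM2, which encodes a subunit of ribonucleotide reductase, had a log2 fold change of -0.99 (standard error 0.078, adjusted p = 4.76e-07 from limma). HELLS, encoding a chromatin remodeler, had one of -0.83 (adjusted p = 7.35e-07), and TYMS, encoding thymidylate synthase, one of -0.81 (adjusted p = 2.42e-06). Of 43 genes of G1/S and S phase, 37 were lower (37 when adjusted over the list alone) and 6 did not pass the test. Relative to the median gene 23 were lower and RPA2 (0.16), named after its value was seen, was higher. The set was lower than the other genes (adjusted p = 2.3e-04 from camera with a preset correlation of 0.01, adjusted p = 0.73 with an estimated correlation). Transcripts of replication-dependent histones, which are made during S phase, were lower for all 40 tested genes (40 when adjusted over the list alone) and for all 40 relative to the median gene. HIST1H3F had a log2 fold change of -1.20 (adjusted p = 2.84e-07 from limma) and HIST1H1D one of -1.03 (adjusted p = 2.54e-07). The histone set gave an adjusted p of 7.1e-12 from camera (adjusted p = 0.73 with an estimated correlation). Near-identical histone paralogs share reads, so the value of a single histone gene is uncertain.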

Since our results indicate the involvement of Reg-2 in cell cycle control during the G1/S transition, we have selected the *CCND1, CCNE1, CCNE2,* and *CCNA2* mRNAs (encoding cyclins D1, E1, E2, A2 respectively) for further analysis^12^. 

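Many transcripts of G2 and mitosis were lower in Reg-2 cells. LBR, which encodes the lamin B receptor of the nuclear envelope, was at 34.2 ± 2.85 TPM (SD, n = 3) in luc control cells and 17.3 ± 1.27 TPM (SD, n = 3) in Reg-2 cells, a log2 fold change of -0.94 (standard error 0.080, adjusted p = 8.38e-07 from limma). CENPA, which encodes the centromeric histone, fell from 25.4 ± 1.79 TPM to 14.2 ± 0.29 TPM, a log2 fold change of -0.79 (standard error 0.072, adjusted p = 1.35e-06 from limma). TMPO, encoding lamina-associated polypeptides, had a log2 fold change of -0.76 (adjusted p = 3.26e-06) and TUBB4B, encoding a β-tubulin, one of -0.66 (adjusted p = 2.26e-06). All of them were lower relative to the median gene too, with log2 fold changes of -0.73 for LBR, -0.59 for CENPA, -0.55 for TMPO and -0.45 for TUBB4B. Of 54 genes of G2/M phase, 43 were lower (45 when adjusted over the list alone) and 11 did not pass the test. Relative to the median gene 19 were lower. Another 4, NUSAP1, CKS2, CDC25C and DLGAP5, named after their values were seen, were then higher, by log2 fold changes of 0.13 to 0.20. The set was lower than the other genes (adjusted p = 0.0035 from camera, adjusted p = 0.73 with an estimated correlation), and not past the test when TPM was scaled to the total without 7SL and 7SK RNA (adjusted p = 0.056).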

Interestingly, among transcripts affected by Reg-2, there are also mRNAs encoding proteins required for G2/M phases of the cell cycle^12^. 

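The transcripts of both B-type cyclins, which act with CDK1 at entry into mitosis, were lower in every Reg-2 sample than in every luc control sample. The same separation was seen for 5749 of the 10717 tested genes. CCNB1, on chromosome 5 of GRCh38 from 69167010 to 69178245, was at 108 ± 8.77 TPM (SD, n = 3) in luc control cells and 86.8 ± 3.5 TPM (SD, n = 3) in Reg-2 cells. Its log2 fold change was -0.31 (standard error 0.074, adjusted p = 0.00256 from limma). CCNB2, on chromosome 15 from 59105078 to 59125045, was at 47.2 ± 4.61 TPM in luc control cells and 37.9 ± 3.16 TPM in Reg-2 cells, a log2 fold change of -0.31 (standard error 0.085, adjusted p = 0.00653 from limma). With no filter on low genes the adjusted p of CCNB2 was 0.0636. Relative to the median gene neither passed the test, with a log2 fold change of -0.096 (adjusted p = 0.168 from limma) for CCNB1 and -0.098 (adjusted p = 0.217) for CCNB2. Of all tested genes, 30.5% had a lower fold change than CCNB1.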

To verify these data we have chosen *CCNB1* (encoding cyclin B1)*,* and *CCNB2* (encoding cyclin B2) for additional examination. 

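PLK1 and AURKA were lower in Reg-2 cells, and PLK1 also passed the test relative to the median gene. PLK1, on chromosome 16 of GRCh38 from 23677656 to 23690367, was at 7.36 ± 0.128 TPM (SD, n = 3) in luc control cells and 5.22 ± 0.24 TPM (SD, n = 3) in Reg-2 cells. Its log2 fold change was -0.43 (standard error 0.062, adjusted p = 6.26e-05 from limma), and -0.24 (adjusted p = 0.00239) relative to the median gene. AURKA, on chromosome 20 from 56369389 to 56392337, was at 76.0 ± 4.49 TPM in luc control cells and 62.4 ± 0.508 TPM in Reg-2 cells, a log2 fold change of -0.28 (standard error 0.067, adjusted p = 0.00291 from limma). Relative to the median gene it was -0.066 (adjusted p = 0.314 from limma), which did not pass the test. For each of the 2 transcripts every Reg-2 sample lay below every luc control sample, as for 5749 of the 10717 tested genes. The difference between PLK1 and AURKA was not tested.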

We have also selected two additional transcripts encoding kinases important for cell cycle progression: *PLK1* encoding Polo-like kinase 1, a critical regulator of cell cycle progression, and *AURKA* encoding Aurora kinase A involved in different aspects of mitotic control. During cell cycle progression the functional cross-talk between these two kinases exists and both are important players in glioblastoma development^13,14^. Low levels of their mRNAs have been shown to have antiproliferative effects in glioma^15^. Results obtained by qPCR in U87-Reg-2 and U87-Reg-2D/A indicate that the levels of *CCNE1*, *CCNB1*, *CCNB2*, *PLK-1,* and *AURKA* are restricted by Reg-2 in an NYN/PIN-dependent manner. The levels of *CCND1, CCNE2,* and *CCNA2* are down-regulated by Reg-2 independently of the active nucleolytic domain (Fig. 2a). As a positive control in this analysis, we have used a well-known Reg-2 target, mRNA for IL-6. Consistent with previously published results, Reg-2 regulates *IL-6* mRNA in a NYN/PIN-dependent manner (Fig. 2a).

**Table 1:** Differential expression of selected mRNAs involved in proliferation and cell cycle regulation in Reg-2-overexpressing vs control U251-MG cells based on RNAseq analysis.

Category	Gene	Description	ENSEMBL IDENTIFIER	Reg-2 vs ctrl fold change	p-value	FDR p-value
CYCLINS	**CCNE2**	**Essential for the control of the cell cycle at the late G1 and early S phase**	**ENSG00000175305**	** − 2.11**	**0**	**0**
	**CCNE1**	**Essential for the control of the cell cycle at the G1/S transition**	**ENSG00000105173**	** − 1.43**	**6.19E–06**	**8.74E–05**
	**CCND1**	**Regulates the cell-cycle during G1/S transition**	**ENSG00000110092**	** − 1.87**	**0**	**0**
	CCND3	Regulates the cell-cycle during G1/S transition	ENSG00000112576	** − **1.31	1.61E–04	1.61E–03
	**CCNB1**	**Essential for the control of the cell cycle at the G2/M transition**	**ENSG00000134057**	** − 1.21**	**7.40E–03**	**0.05**
	**CCNB2**	**Essential for the control of the cell cycle at the G2/M transition**	**ENSG00000157456**	** − 1.21**	**7.12E–03**	**0.04**
	**CCNA2**	**Controls both the G1/S and the G2/M transition phases of the cell cycle**	**ENSG00000145386**	** − 1.26**	**9.99E–04**	**8.13–03**
	CCNG2	Negative regulation of cell cycle progression	ENSG00000138764	** − **1.3	4.36E–04	3.94E–03
KINASES	CDKN2D	Inhibition of CDK4 and CDK6	ENSG00000129355	** − **1.6	4.31E–10	1.26E–08
	CDK6	Serine/threonine kinase involved in the control of the cell cycle; promotes G1/S transition	ENSG00000105810	** − **1.48	1.88E–08	4.28E–07
	CDK2	Serine/threonine kinase involved in the control of the cell cycle; Acts at the G1/S transition and modulates G2 progression	ENSG00000123374	** − **1.42	1.60E–13	7.23E–12
	CDK11B	Plays multiple roles in cell cycle progression, cytokinesis and apoptosis	ENSG00000248333	** − **1.21	0.01	0.06
	AURKB	Serine/threonine kinase, component of the chromosomal passenger complex (CPC) that acts as a key regulator of mitosis	ENSG00000178999	** − **1.2	0.01	0.07
	**AURKA**	**Mitotic serine/threonine kinase that contributes to the regulation of cell cycle progression**	**ENSG00000087586**	** − 1.18**	**0.02**	**0.09**
	CDK7	Serine/threonine kinase involved in cell cycle control and in RNA polymerase II-mediated RNA transcription	ENSG00000134058	1.28	6.39E–04	5.53E–03
	CDK1	Catalytic subunit of the kinase complex known as M-phase promoting factor (MPF), which is essential for G1/S and G2/M phase transitions of cell cycle	ENSG00000185324	** − **1.03	0.66	0.82
	**PLK1**	**Critical regulator of cell cycle progression, mitosis, cytokinesis, and the DNA damage response**	**ENSG00000166851**	** − 1.37**	**1.81E–05**	**2.28E–04**
Cell division control proteins	CDC6	Participates in checkpoint controls that ensure DNA replication is completed before mitosis is initiated	ENSG00000094804	** − **1.66	1.24E–12	4.98E–11
	CDC14B	Dual-specificity phosphatase involved in DNA damage response. Essential regulator of the G2 DNA damage checkpoint	ENSG00000081377	** − **1.45	1.29E–06	2.12E–05
	CDC25A	Required for progression from G1 to the S phase of the cell cycle	ENSG00000164045	** − **1.4	3.04E–06	4.58E–05
	CDC20	Regulatory protein interacting with several other proteins at multiple points in the cell cycle	ENSG00000117399	** − **1.37	9.13E–06	1.24E–04
	CDC25B	Phosphatase that activates the cyclin dependent kinase CDC2; required for entry into mitosis	ENSG00000101224	** − **1.23	2.47E–05	3.02E–04
	CDC27	Component of the anaphase promoting complex/cyclosome (APC/C), that controls progression through mitosis and the G1 phase of the cell cycle	ENSG00000004897	** − **1.2	9.44E–03	0,056,301
	CDCA8	Component of the chromosomal passenger complex that is an essential regulator of mitosis and cell division	ENSG00000134690	** − **1.17	0,025,054	0,12,479
	CDC23	Essential for cell cycle progression through the G2/M transition	ENSG00000094880	** − **1.17	1.65E–03	0,012,551
	CDC45	Required for initiation of chromosomal DNA replication	ENSG00000093009	** − **1.11	0,138,836	0,415,178
	CDC14A	Dual-specificity phosphatase; required for centrosome separation and cytokinesis during cell division	ENSG00000079335	1.19	0,046,695	0,200,883
	CDC7	Kinase that phosphorylates critical substrates regulating the G1/S phase transition and initiation of DNA replication	ENSG00000097046	1.25	6.56E–06	9.19E–05
	CDC26	Component of the anaphase promoting complex/cyclosome (APC/C), that controls progression through mitosis and the G1 phase of the cell cycle	ENSG00000176386	1.3	2.66E–04	2.53E–03

Table shows fold change of selected transcripts together with p-value and FDR-adjusted p-value.

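The largest decrease among the Table 1 transcripts, that of CCNE2, lies among the largest of the tested genes on the log2(TPM + 1) scale. This scale understates the change of genes near 1 TPM, and genes too low to be tested have no rank. Only 0.597% of the 10717 tested genes had a lower fold change than CCNE2, and 1.56% had a lower one than CCND1. For CCNE1 this share was 16.4%, for PLK1 18.3%, for CCNA2 23.4%, for CCNB2 30.6% and for AURKA 34.9%. The median share over the 28 tested transcripts was 30.4%, and 24 of them lay below the median gene. The fold changes of the table are signed, so that a decrease is written as the negative of control over Reg-2, and a value of smaller size than 1 cannot occur. Written as control over Reg-2, the fold change computed here was 2.12 for CCNE2 and 1.24 for CCNB1, and the paper's reported values are 2.11 and 1.21. The paper examines 8 of these transcripts by qPCR in U87 cells, the 4 of G1/S because it sees an involvement of Reg-2 in the control of that transition. It reports that all 8 were lowered there, CCND1, CCNE2 and CCNA2 without need of the active nuclease domain. It also reports binding of the nuclease-inactive Reg-2-D/A to the tested transcripts by RNA immunoprecipitation in HeLa cells. Several of the proteins were followed by western blot in U87-MG and U251-MG cells, where the paper reports decreases that include cyclin B1 and Aurora kinase A. A reporter with the CCNE2 3′UTR lost activity with the dose of Reg-2.

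**Figure D2:**
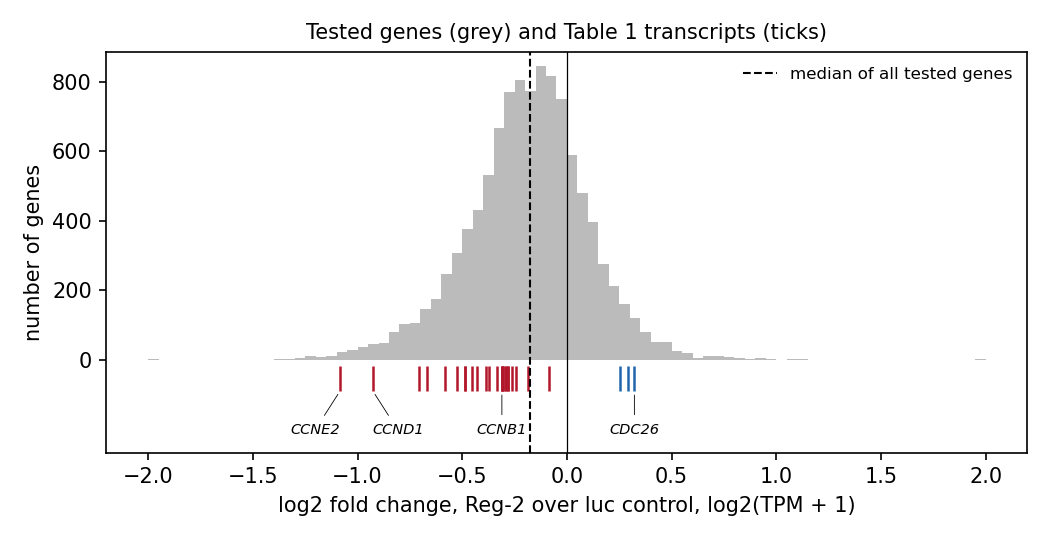
Number of genes (vertical axis) by log2 fold change of Reg-2 over luc control (horizontal axis, log2(TPM + 1)) for the 10717 tested genes in grey, with the outermost bars holding all values beyond the axis. Ticks under the bars mark the 28 tested transcripts of Table 1, red below 0 and blue above 0, and the dashed line marks the median of all tested genes. CCNE2 (-1.08) and CCND1 (-0.93) lie in the left tail and CCNB1 (-0.31) lies near the dashed line.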

Transcripts selected for further analysis are bold.

**Figure 2:**
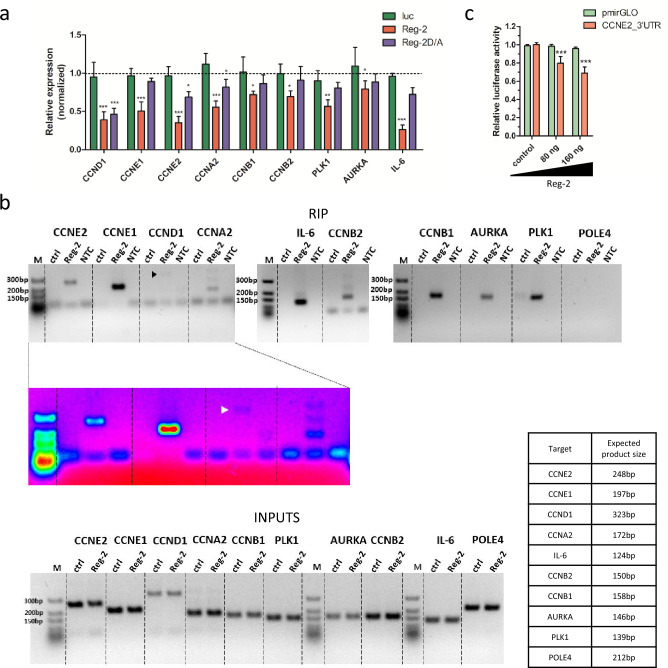
Reg-2 regulates the level of transcripts down-regulated in glioblastoma samples and involved in cell cycle regulation. (**a**) U87-MG cells with sleeping beauty (SB) transposon-based dox-inducible expression of luciferase (luc), wild-type Reg-2 (Reg-2), or mutein Reg-2 D196A (Reg-2D/A) were treated with dox (1 μg/ml) or left untreated for 24 h, and the levels of the indicated mRNAs were examined using qRT– PCR. Graphs show mean results presented as normalized values (induced/noninduced) from four independent experiments + / − SD. Data were analyzed using two-way ANOVA with Bonferroni's post-hoc test (*p < 0.05; **p < 0.01; ***p < 0.001). (**b**) Reg-2 directly binds endogenous mRNA encoding tested proteins. HeLa cells were transfected with vectors encoding the Reg-2-D/A mutein (with N-terminal HALO-Tag and TwinStrep Tag) or a luciferase-coding control vector, and after UV-crosslinking, the RNA immunoprecipitation (RIP) was performed. The immunoprecipitated RNA as well as RNA isolated from input samples were used for reverse transcription and qRT-PCR. Next, qRT-PCR products were run on 2% agarose gel with Ultra Low Range DNA Ladder (Thermo Fisher Scientific). In case of *CCND1*, increased contrast image with pseudocolor mask for visualization of low intensity bands is also presented. Image was prepared using ImageJ software. (**c**) Reg-2 is involved in the 3′UTR- dependent destabilization of *CCNE2* transcript. U251- MG cells were transfected with vectors encoding luciferase with the attached 3′UTR of *CCNE2* or without any additional 3′UTR (pmirGLO) and an expression vector for Reg-2 (80 ng or 160 ng). The graphs show the mean results of three independent experiments + /− SD. The data were analyzed using two-way ANOVA and Bonferroni's post hoc test (***p < 0.001).

To study the mechanisms of observed changes in transcript levels we have employed RNA immunoprecipitation (RIP). Cells were modified by SB transposon enabling the expression of Reg-2-D/A with N-terminal HALO-Tag and TwinStrep Tag. We have chosen Reg-2-D/A for these experiments to avoid target degradation. PCR analysis of immunoprecipitated mRNAs reveals direct binding of Reg-2 to all tested transcripts. As a positive control, we have used IL-6 mRNA and, as a negative control, POLE4 mRNA. Reg-2 is bound to the IL-6 transcript and does not interact with POLE4 mRNA (Fig. 2b).

To confirm that the observed regulation depends on the interaction of Reg-2 with the 3'UTRs of the transcripts, we have cloned the 3’UTR of *CCNE2* into a luciferase reporter vector. The co-expression of luciferase mRNA with attached *CCNE2* 3’UTR and the expression vector encoding Reg-2 results in decreased luciferase activity in transfected cells. Reg-2 overexpression correlates with a lower luciferase activity in a dose-dependent manner. The regulation requires the presence of *CCNE2* 3’UTR, as no decrease in luciferase activity is observed when this region is absent (Fig. 2c).

We have analyzed the level of Reg-2 and its newly identified targets that encode the cyclins *CCND1, CCNE1, CCNE2, CCNB1, CCNA2,* and the kinases *PLK1* and *AURKA* in glioma tumors. The quantity of Reg-2 shows a correlation with the tumor grade, being at its lowest level in GBM. Conversely, higher mean expression levels for all investigated Reg-2 targets were noted in GBM samples compared to LGG samples. However, due to the high level of heterogeneity of GBM samples, statistical analysis of the examined sample group acknowledged significant changes only for *CCNB1, CCNA2, PLK1,* and *AURKA,* not for *CCND1, CCNE1*, and *CCNE2* (Fig. 3a). Nonetheless the data from publicly available databases confirm that the level of all investigated transcripts changes substantially between healthy and tumor tissue (Fig. 3b).

**Figure 3:**
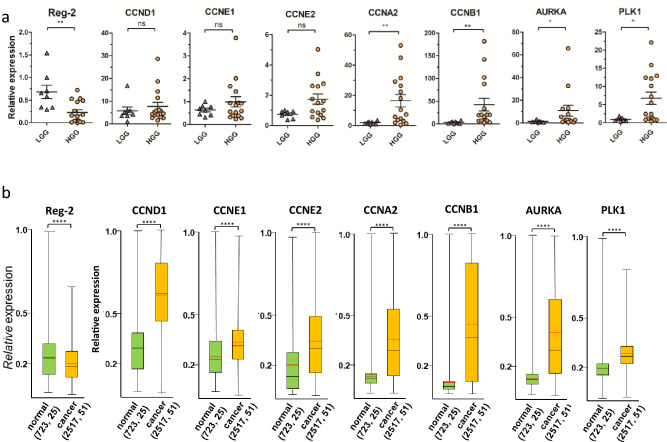
(**a**) The level of *Reg-2, CCND1*, *CCNE1*, *CCNE2*, *CCNA2*, *CCNB1*, *AURKA,* and *PLK1* in clinical samples of low-grade glioma (LGG) and glioblastoma multiforme (GBM). Tumor samples were homogenized and subjected to RNA isolation. Each point represents a single patient. The levels of the indicated mRNAs were examined using qRT–PCR. The horizontal lines represent the mean + / − SEM. The data were analyzed using the Mann–Whitney test. (*p < 0.05; **p < 0.01). (**b**) Expression of selected transcripts in normal and cancer tissues of the human brain. Numbers in parentheses indicate the number of samples and data sets, respectively. The red line indicates the average, the black line the median, the box upper side the Q3 percentile and the lower side the Q1 percentile, and the upper and lower error bars indicate the maximum and minimum respectively. Graph prepared from the data obtained from the Oncopression database.

### Changes in Reg-2 targets are detected also on the protein level

To confirm that the presence of Reg-2 correlates with decreased levels of proteins encoded by the newly discovered Reg-2 substrates, we have employed Western Blot analysis. In U87-Reg-2 cells overexpressing wild-type Reg-2 the reduction in the level of cyclin D1, E1, E2, A2, B1, and Aurora kinase A is observed. Of these proteins, cyclin D1, E2, and A2 are also decreased in U87-Reg-2D/A cells, confirming the NYN/PIN-independent mechanism of their regulation by Reg-2 (Fig. 4). We have performed a similar analysis in another glioblastoma cell line, U251-MG. The cells were modified using the SB system containing the coding sequence for Reg-2 (U251-Reg-2), Reg-2-D/A (U251-Reg-2D/A) or luciferase (control) under the dox-inducible promoter. The obtained results reveal a similar pattern of the regulation of the investigated proteins. Cyclins D1, E1, E2, B1, and Aurora kinase A are down-regulated in U251-Reg-2 but cyclins D1, E2, and A2 are also decreased in U251-Reg-2D/A cells. (Fig. 4). Obtained results show that changes in the amount of investigated proteins reflect changes detectable on the mRNA level.

**Figure 4:**
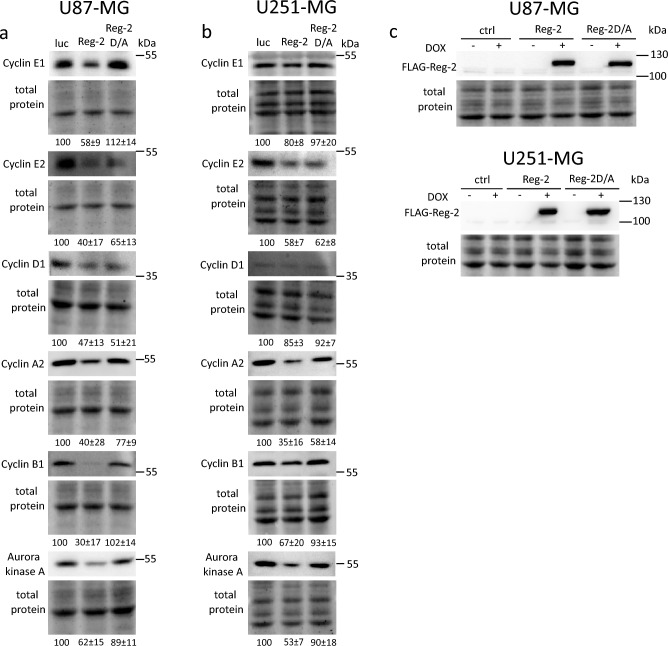
Reg-2 downregulates the level of proteins involved in cell cycle regulation. U87-MG or U251-MG with Sleeping Beauty (SB) transposon-based dox-inducible expression of luciferase (luc), wild-type Reg-2 (Reg-2) or mutein Reg-2 D196A (Reg-2 D/A) were treated with dox (1 μg/mL) for 24 h, then protein lysates were collected, and analyzed by western blotting. A representative image of two to three independent experiments with similar results is shown. Values below lanes show densitometry analysis (ratio of analyzed protein to total protein was normalized to control sample and presented as mean ± SD).

## Discussion

All Reg/ZC3H12/MCPIP family members of RNases are involved in transcript turnover. Their specificity partly overlaps, for example, *IL-6* mRNA is degraded by all family members. However, it is hard to determine the extent of the overlapping substrates as our knowledge about this family's targets is mainly limited to identified Reg-1 targets. So far, merely a few Reg-2 substrates have been identified, namely *IL-6, IL-1, IER3*, and *Reg-1* mRNAs. In this report, we demonstrate that overexpression of Reg-2 in human glioblastoma cell lines down-regulates the level of several transcripts involved in the regulation of cell cycle progression such as *CCND1, CCNE1, CCNE2, CCNA2, CCNB1, CCNB2, PLK1,* and *AURKA*. By RIP we have confirmed that this regulation takes place through the direct interaction of Reg-2 with investigated transcripts. The amount of Reg-2 is reduced in samples from patients with GBM, thus the decrease in its level may be one of the mechanisms responsible for disturbances in cell cycle advancement. Abnormal activity of the cell cycle machinery is detected in all tumors and is the foundation of tumorigenesis. Well-documented changes in cell homeostasis linked to the control of DNA replication and mitosis include changes in gene expression, protein abundance, and protein post-translational modification. Recently, changes in transcript turnover have also been described as an important mechanism involved in the control of cell division; however, our knowledge about this aspect is very limited. So far, only two RNases participating in this process have been identified: ribonuclease mitochondrial RNA processing (MRP) and Reg-1. MRP is involved in cell cycle regulation and mitochondrial DNA replication^16^. This RNase cleaves *CLB2* mRNA in its 5’UTR, followed by its degradation by Xrn1 exonuclease. Disturbances in MRP activity caused by mutations lead to an increased level of *CLB2* and the encoded protein Clb2p (B-cyclin). As a result, late anaphase is delayed^17^. Mutation in the MRP subunit causes a recessively inherited developmental disorder, cartilage-hair hypoplasia^18^. Reg-1 overexpression restricts the level of *CCND1, CCND3, CCNE1, CCNE2, CDC2, AURKA,* and *MCM10* transcripts in the MV3 human melanoma cell line^19^. In human neuroblastoma cell lines, KELLY and BE(2)-C, Reg-1 down-regulates *CCND3, CCNE1, CCNE2, CCNA2,* and *CCNB1* mRNA^20^. In samples from patients with melanoma or neuroblastoma, the reduction of Reg-1 level has been detected, thus abnormalities in cell cycle progression in these tumors can result from the down-regulation of Reg-1^19,21^.

Glioblastoma cells that exhibit increased levels of Reg-2 undergo a reduction in their uncontrolled cell division potential. Elevated expression of Reg-2 results in the suppression of both their proliferation and their ability to form colonies (Fig. 1). This phenomenon is predominantly dependent on the RNase activity of Reg-2, as the overexpression of inactive/mutated form of Reg-2 only marginally impedes proliferation, without any noticeable effect on colony formation. Reg-2 overexpression stalls glioblastoma cells in the G1 phase, and among its newly identified targets we have detected mRNAs for cyclin D1, and cyclins E1 and E2 that act in the early and late G1/S phase respectively. However, Reg-2 also regulates the level of transcripts of cyclins that predominate in other cell cycle phases such as cyclin A2, B1, and B2 (phase G2/M). Furthermore, Reg-2 restricts the levels of *PLK1* and *AURKA* mRNAs encoding regulatory serine/threonine kinases involved in mitotic entry in an NYN/PIN-dependent manner. These kinases are in complex interplay through the cell cycle progression, with Aurora kinase A involved in the phosphorylation-mediated activation of PLK1^13^. Both kinases are overexpressed in glioma, and their high level is correlated with a worse prognosis in patients. Both are also considered to be potential targets for glioblastoma therapy^22,23^. Down-regulation of their mRNA level is correlated with an antiproliferative effect^15^. Some of the identified Reg-2 targets, *CCND1, CCNE2,* and *CCNA2* are down-regulated independently of the presence of its active endonucleolytic domain, although the effect of wild-type Reg-2 is more profound than that of inactive mutein. The impact of mutein on the transcript level suggests a possible role of Reg-2 in the recruitment of other nucleases to Reg-2 targets. So far, the interaction of Reg-1 and Reg-4 on *IL-6* mRNA has been described^24^. Hence, a plausible explanation for the observed impact of Reg-2D/A on the levels of CCND1, CCNE2, and CCNA2 mRNAs could involve the interaction of Reg-2 with other enzymes acting on these transcripts. The proteins from the Reg/MCPIP/ZC3H12 family recognize stem-loop structures located in the 3’UTR of their targets^6,25^. We have chosen one of the newly identified Reg-2 substrates, *CCNE2,* to study this issue. *CCNE2* 3’UTR cloned into the reporter vector changes the stability of reporter mRNA. Reg-2 overexpression negatively regulates the level of the reporter protein translated on the mRNA containing *CCNE2* 3’UTR. This regulation is dose-dependent.

In this paper, we emphasize the existence of a novel way of regulating the cell cycle. The RNases involved in transcript turnover accompaniment well-known elements such as transcription factors regulating the expression of genes encoding proteins engaged in the cell cycle and machinery responsible for their posttranslational modifications and degradation.

Our results indicate a key role of Reg-2 in glioblastoma biology. Through the regulation of neuroinflammation and restriction of proliferation, Reg-2 controls crucial elements of glioblastoma development.

## Materials and methods

### Cell culture

The U251-MG (ECACC 09063001), and U87-MG (ECACC 89081402) cell lines (wild type and modified) were cultured in Dulbecco’s modified Eagle’s medium (DMEM) with 4.5 g/L glucose (Biowest) supplemented with 10% fetal bovine serum without tetracycline (Biowest). The HeLa cell line was cultured in Dulbecco's modified Eagle’s medium (DMEM) with 1.0 g/L d-glucose (Lonza) supplemented with 2 mM l-glutamine (Sigma-Aldrich) and 10% fetal bovine serum (Biowest). Cell lines modified with the Sleeping Beauty transposon system were additionally supplemented with 1 µg/ml puromycin (Invitrogen). Cell lines were maintained at 37 °C in a humidified atmosphere with 5% CO_2_. Cells were regularly examined for mycoplasma contamination using PCR^26^.

### Establishment of cell lines with inducible expression of Regnase-2

U251-MG or U87-MG cells were seeded in a 12-well plate and the following day the cells were transfected using Lipofectamine 3000 (Thermo Fisher Scientific) with 900 ng of pSBtet-GP, pSBtet-GP-Regnase-2, pSBtet-GP-Regnase-2-D/A, and 100 ng of the pCMV(CAT)T7-SB100 vector. 24 h later cells were trypsinized and one-fifth was transferred into 6-well plates. Cells transfected with transposon vectors were selected using puromycin (1 µg/ml, Invivogen) for seven days. pCMV (CAT)T7-SB100 was a gift from Zsuzsanna Izsvak (Addgene plasmid #34879^27^, pSBtet-GP was a gift from Eric Kowarz (Addgene plasmid #60495)^28^.

### Plasmid constructions

The construct pmirGLO-CCNE2_3'UTR that encodes the firefly luciferase transcript fused with the 3’UTR fragment of *CCNE2* was prepared by insertion of 3′UTR amplified by PCR amplified *CCNE2* 3′UTR (NM_057749.3) into the pmirGLO vector (Promega, USA). Briefly, the 3′UTR fragment of *CCNE2* was amplified from cDNA prepared from U251-MG cells using Q5 high-fidelity DNA polymerase (New England Biolabs, USA), and the following primers: forward 5′- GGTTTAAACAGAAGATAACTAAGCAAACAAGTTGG-3′ and back 5′- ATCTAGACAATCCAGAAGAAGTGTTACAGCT-3′. 

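In the GENCODE 29 annotation of GRCh38 the CCNE2 3′UTR lies on chromosome 8 from 94879770 to 94881631, on the minus strand, within exon 12 of 12. It is 1862 nt long, and 68.5% of its bases are A or U. The primer pair of the construct matches this transcript once each and bounds a fragment of 1479 nt, from 94880153 to 94881631, which starts at the first base of the 3′UTR and leaves out its last part. The 3′UTR holds 11 AUUUA motifs. It also holds 28 places where a loop of 3 nt lies between 5 paired bases, G-U pairs included. A single one has the loop UAU, and none has UGU, the loops for which stem-loops cut by Regnase proteins are known. Its sequence is ATATGTATTATAT, at position 1313 of the 3′UTR (from 94880307 to 94880319), inside the cloned fragment. The stem holds no G-C pair, and the pair next to the loop is G-U. Of 9618 tested genes with a 3′UTR, 4242 held a UAU or UGU hairpin, so such a site is not particular to CCNE2. The pairing was searched in the sequence and not measured, and whether Reg-2 cuts at this hairpin was not tested here. The paper reports that nuclease-inactive Reg-2-D/A lowers CCNE2 mRNA as well, though less than wild-type Reg-2.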

After agarose gel electrophoresis, the PCR product corresponding to the *CCNE2* 3′UTR fragment was excited, purified, cleaved with PmeI and XbaI (NEB, USA), and inserted using T4 DNA ligase (NEB, USA) into gel-purified pmirGLO vector linearized with PmeI and XbaI and dephosphorylated with CIP (NEB, USA). The construct was verified by Sanger sequencing (Genomed, Poland). The pSBtet-Pur-HALO-TST-Reg-2 vector was generated using NEBulider HiFi DNA Assembly Cloning Kit (New England Biolabs, USA) according to the manufacturer’s instructions. Fragments used for construct preparation were amplified using Q5 High Fidelity DNA Polymerase (New England Biolabs, USA). HRV 3C site and TwinStrep Tag fragment were amplified using the following primers: 5′-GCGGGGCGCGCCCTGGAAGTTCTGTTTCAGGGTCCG-3′ and 5′-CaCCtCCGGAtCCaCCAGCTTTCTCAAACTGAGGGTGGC-3′ with pET-HALO-KHNYN as a template. HALO-Tag fragment was amplified using the following primers: 5′-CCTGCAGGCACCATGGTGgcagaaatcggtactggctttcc-3′ and 5′-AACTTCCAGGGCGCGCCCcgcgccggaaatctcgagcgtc-3′ and backbone was amplified using following primers: 5′-tgtcaggccaagcttccatcg-3′ and 5′-caccatggtgcctgcagggg-3′ with pSBtet-HaloTag-Reg-2 as a template. The PSBtetPur-HALO-TST-Reg-2D/A vector was generated using Q5 Site-Directed Mutagenesis Kit (New England Biolabs) according to the manufacturer’s protocol using pSBtet-Pur-HALO-TST-Reg-2 vector as a template and following primers: 5′-CTGGAAGTAATGTGGCAATGAGCC-3′ and 5′- CAATGACAACTGGCCTCAAATTGTC-3′. The construction of SB transposon vectors used for inducible overexpression of Reg2/Reg2 D/A was previously described.

### Transfection, stimulation, and reporter gene assay

U251-MG cells were seeded in 24-well plates at a density of 5 × 10^4^ cells/well. The following day, the cells were transfected with PEI reagent (Polysciences, USA) according to the manufacturer’s instructions. A total amount of 800 ng of plasmid DNA per well was used, including 400 ng of the luciferase-coding reporter plasmid (pmirGLO or pmirGLO-CCNE2-3′UTR) and varying amounts of Reg-2 expression vector. The quantity of DNA/well was normalized using an empty pcDNA3.1/mycHisA vector (Invitrogen, USA). 24 h after transfection cells were lysed and firefly and *Renilla* luciferase activity were measured using Dual-Luciferase Reporter Assay System (Promega, USA), according to the manufacturer’s instructions. For transfection efficiency normalization the *Renilla* luciferase, encoded on the same plasmid as the firefly luciferase (pmirGLO), was used.

### RNA immunoprecipitation

HeLa cells with Dox-inducible expression of Reg-2D/A N-terminally tagged with HALO and TwinStrep Tags separated by HRV 3C cleavage site or luciferase (control cells, transfected with pSB-tet-Pur plasmid) were seeded on 150-mm cell culture dishes and the following day transgene expression was induced with 1 µg/ml Dox. After 24 h the cells were UV-irradiated at 254 nm with 400 mJ/cm^2^, lysed in modified RIPA buffer (50 mM HEPES pH 7.5, 150 mM NaCl, 1% Triton-X-100, 0.25% sodium deoxycholate, 3 mM MgCl_2_, 5 mM DTT, 1 × Protease Inhibitor Cocktail (Promega) and 1U/ml RNase Inhibitor (A&A Biotechnology) and homogenized using a syringe and a 23G needle. After homogenization cell debris was removed by centrifugation, 1/10 of the supernatants were kept as input samples, and the rest was used for two-step purification. In the first step the lysate was diluted 5 × in HaloTag® protein purification buffer (50 mM HEPES pH 7.5, 150 mM NaCl, 1 mM DTT, 0.005% IGEPAL® CA-630) supplemented with 1 × Protease Inhibitor Cocktail (Promega) and 0.2 U/ml RNase Inhibitor (A&A Biotechnology), and Reg-2-mRNA complexes were bound overnight at 4 °C to Magne® HaloTag® Beads (Promega). The bound complexes were washed 4 × with HaloTag® protein purification buffer and 3 × with HRV 3C Reaction buffer (Pierce). After washing the complexes were cleaved off the beads with HRV 3C Protease (Pierce) in HRV 3C Reaction buffer (Pierce) supplemented with 1U/ml RNase Inhibitor (A&A biotechnology) by overnight incubation at 4 °C. The following day the cleaved-off complexes were subjected to second-step purification. Briefly, the cleavage reaction was incubated with MagStrep "type3" XT beads (IBA Lifesciences) for 2 h at 4 °C, washed 4 × with 1 × Buffer W (IBA Lifesciences) with 6 M guanidium hydrochloride, 2 × with 1 × Buffer W, and eluted 3 × with 1 × Buffer BXT (IBA Lifesciences) containing 200 mM d-biotin. The pooled eluates were mixed 1:1 with 2 × proteinase K digestion buffer (20 mM Tris–HCl pH 8.0, 200 mM NaCl, 2 mM EDTA, 1% SDS) and digested for 0.5 h at 50 °C with 400 µmg/ml proteinase K (Ambion) along with the input samples. After digestion the RNA was purified by phenol/chloroform extraction and isopropanol precipitation with Pellet Paint NF (Merck) used as a coprecipitant. The purified RNA was reverse transcribed to cDNA using MMLV Reverse transcriptase (Promega) and a 1:1 mix of oligo(dT)_15_ and random hexamer primers and subjected to semiquantitative PCR for evaluation of the Reg-2 bound transcripts.

### Western blot analysis

Cells modified with SB transposons were seeded in 12-well plates. 24 h after transfection, protein expression was induced by adding doxycycline (1 µg/ml). The following day, cells were lysed in SDS loading buffer (0.35 M Tris·HCl, 35% (v/v) glycerol, 10% (w/v) SDS, 3.6 M β-mercaptoethanol, 0.12 g/ml bromophenol blue) and denatured at 95 °C for 7 min. Protein extracts were separated on SDS-PAGE electrophoresis, transferred to low fluorescence PVDF membrane (Millipore), and analyzed by Western blotting. For total protein UV-visualization 2,2,2-trichloroethanol (TCE) was added to polyacrylamide gels to a final concentration of 0.5% v/v^29^. The following antibodies were used: anti-CCNE1 (#4129, Cell Signaling Technology), anti-CCNE2 (#4132, Cell Signaling Technology), anti-CCNB1 (#4138, Cell Signaling Technology), anti-CCNA2 (#4656, Cell Signaling Technology), anti-cyclin D1 (#2978, Cell Signaling Technology), anti-Aurora kinase A (#14475, Cell Signaling Technology), monoclonal anti-FLAG M2 antibody produced in mice (F3165, Merck), anti-Lamin B1 (D9V6H, Cell Signaling Technology), anti-mouse-HRP (#7076) and anti-rabbit-HRP (#7074) (Cell Signaling). The blots were cut prior to hybridization with antibodies. Luminescence was detected using Clarity Western ECL Substrate (Bio-Rad) and recorded using the Fusion-Fx documentation system (Vilber Lourmat). Images were cropped and prepared using Quantity One software. All modifications (brightness and contrast adjustments) were applied equally across the entire image and applied equally to controls. Figures containing Western Blot images were prepared using Inkscape software. Original uncropped images with visible edges, as well as images combined with protein ladder are provided in Supplementary Informations. The densitometry analysis was performed on raw images using ImageJ software.

### RNAseq

To identify new targets of Reg-2 we performed RNAseq analysis. Using the SB transposon system we have modified U251-MG cells to generate a cell line with Dox-inducible expression of Reg2, or luciferase (control cells). To identify differentially expressed genes we extracted total RNA from control and Reg-2 overexpressing cells (using Zymo Research Direct-zol RNA MiniPrep kit, cat. R2053) and sent samples (in tryplicates) for complete analysis. Assessment of RNA quality, library preparation, RNA seq, and all data analysis was performed by Qiagen Genomic Services, Germany.

### Cell count/clonogenic assay

For clonogenic assay cells were seeded in triplicates at a density of 100 cells per well on 6-well plates. Doxycycline (1 µg/ml) was added daily to half of the wells to induce the expression of the transgene. When visible colonies appeared (after ~ 10 days) cells were fixed using a Clonogenic assay fixer/stain (6% vol/vol glutaraldehyde, 0.5% wt/vol crystal violet), and whole plates were scanned using the Olympus IX83 microscope. Quantitative analysis was performed by determining the percentage of area covered by crystal violet stained colonies using ImageJ software.

For cell count assay U87-MG-Reg-2/Reg-2 D/A and control (transfected with luciferase-coding vector) cells were seeded in 6-well plates at the density of 80,000 cells per well. To induce transgene expression, doxycycline (1 µg/ml) was added every 24 h. Cells were trypsinized and counted after 24, 48, and 72 h from expression induction using the TC-20 cell counter (BioRad).

### RNA isolation and reverse transcription

Tissue sample collection was performed following Jagiellonian University Ethics Committee guidelines and regulations. Informed consent was obtained from all subjects and/or their legal guardian(s). Before RNA isolation tissue samples were preserved in Nucleic Acid Preservation buffer (prepared according to M. Camacho-Sanchez et. al. 2013)^30^ and stored at − 80 °C. The samples were then homogenized in phenozol [1:1 phenol: GTC (4 M guanidinium thiocyanate, 25 nM sodium citrate, pH 7.0, 0.05% (w/v) sarkosyl and 0.1 M 2-mercaptoethanol)], and total RNA isolation was performed according to the Chomczynski modified protocol. Cells were lysed in GTC buffer and RNA isolation was performed according to Chomczynski’s protocol. RNA quantification and purity were assessed using spectrophotometric measurements using a NanoDrop ND-1000 spectrophotometer (Thermo Scientific). RNA integrity was assessed by denaturing, formaldehyde gel electrophoresis. The reverse transcription reaction was carried out using 1 µg of total RNA with M-MLV-Reverse transcriptase (Promega) and 500 ng of random hexamer primers (EurX) according to the manufacturer’s instructions. The cDNA was used in quantitative real-time PCR (qRT-PCR) for the evaluation of the amounts of the mRNAs of interest.

### qRT-PCR

qRT-PCR was performed using RT-HS-PCR-Mix-SYBR-A (A&A Biotechnology). The levels of mRNAs of interest in each sample were analyzed in duplicate and the expression level was normalized to *POLE4* or *TBP*. Expression levels were analyzed by the ΔΔCt method. The following primers were used: IL-6-for (GACAGCCACTCACCTCTTCA), IL-6-rev (AGTGCCTCTTTGCTGCTTTC), TBP-for (GCCAGCTTCGGAGAGTTCTGGGATT), TBP-rev (CGGGCACGAAGTGCAATGGTCTTTA), POLE4-for (TCAGAGGAGAGACTTGGATAATGC), POLE4-rev (GCTTATCCCGGCATAGGTGA), CCNE2-for (GCTGGTCTGGCGAGGTTTT), CCNE2-rev (AATGCAAGGACTGATCCCCC), CCNE1-for (CAGATGGAGCTTGTTCAGGAGAT), CCNE1-rev (TCAGCCAGGACACAATAGTCA), CCNA2-for (AATGGATGGTAGTTTTGAGTCACCA), CCNA2-rev (TGGCTGTTTCTTCATGTAACCCA), CCNB2-for (AGCACAAGTAGCTAAGAAAGCTC), CCNB2-rev (TCAGGTGTGGGAGAAGGACC), CCNB1-for (TGTTGGTTTCTGCTGGGTGT-3), CCNB1-rev (TGCCATGTTGATCTTCGCCT) PLK1-for (TCAATGCCTCCAAGCCCTC), PLK1-rev (TTATCACAGAGCTGATACCCAAG), AURKA-for (GTCAAGTCCCCTGTCGGTTC), AURKA-rev (CGGTCCATGATGCCTCTAGC), CCND1-for (CCGCTGGCCATGAACTACCT), CCND1-rev (ACGAAGGTCTGCGCGTGTT)^20,31^.

### Cell proliferation assay

Cell proliferation was examined using the CellTrace Far Red Cell Proliferation Kit (Cat. No. C34564, Invitrogen) according to the manufacturer’s instructions. Briefly U87-MG Reg-2/Reg-2D/A, or control (transfected with luciferase-encoding vector) cells were stained with 2.5 µM CellTrace Far Red reagent, split into two dishes, and one of the dishes was treated with 1 µg/mL doxycycline for induction of recombinant protein expression. After 48 h of induction, the cells (50,000 FSC/SSC gated cells/sample of induced and non-induced cells) were analyzed for CellTrace Far Red fluorescence intensity by flow cytometry using the BD FACSCalibur cytometer (Becton Dickinson). The BD CellQuest Pro software (Becton Dickinson) was used for data acquisition and FlowJo (v10.4.2, FlowJo) was used for data analysis.

### Cell cycle analysis

U87-MG-Reg-2/Reg-2 D/A or control (transfected with luciferase-encoding vector) cells were treated with 1 μg/ml doxycycline for induction of recombinant protein expression for 48 h. Then, the cells were trypsinized, washed with PBS two times, resuspended in 2 mL of PBS, and fixed by dropwise addition of 6 mL of ice-cold 96% ethanol. After fixation, the cells were washed two times with PBS and stained with PI/SAP solution (0.05 mg/mL propidium iodide, 1 mg/mL RNase A, 0.02% saponin, 0.0001% Triton-X-100 in PBS) by incubation for 15 min at 37 °C. Immediately after staining, the cells (250,000 FSC/SSC gated cells/sample) were analyzed for propidium iodide fluorescence intensity by flow cytometry using the BD FACSCalibur cytometer (Becton Dickinson). BD CellQuest Pro Software (Becton Dickinson) was used for data acquisition. The percentage of cells in each cycle was calculated with the FlowJo (v10.4.2, FlowJo) Cell Cycle analysis platform.

### Statistical analysis

Statistical analysis was performed using Graph Pad Prism software (version 5.01, GraphPad Software Inc.). If not specified differently the asterisks denote the statistical significance of the indicated data point versus the control sample. The exact tests performed are indicated in the figure descriptions.

### Ethical approval and consent to participate

Jagiellonian University Ethics Committee approval for human glioblastoma samples collection and analysis #1072.6120.65.2020.

### Supplementary Information

Supplementary Information 1.

## Data Availability

Sequencing data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE248634. Any additional data are available from the corresponding author upon reasonable request. All data supporting the conclusions of this article are included within the article. Information regarding the experimental methods used, and the data in this paper are available to scientific communities upon direct contact with the corresponding author (Aneta Kasza, email: ).

# Supplementary material for: Regnase-2 inhibits glioblastoma cell proliferation
**Source:** Sci Rep. 2024 Jan 18;14:1574. doi: 10.1038/s41598-024-51809-x

Fig. 1a

FLAG and LaminB1 –  
original image

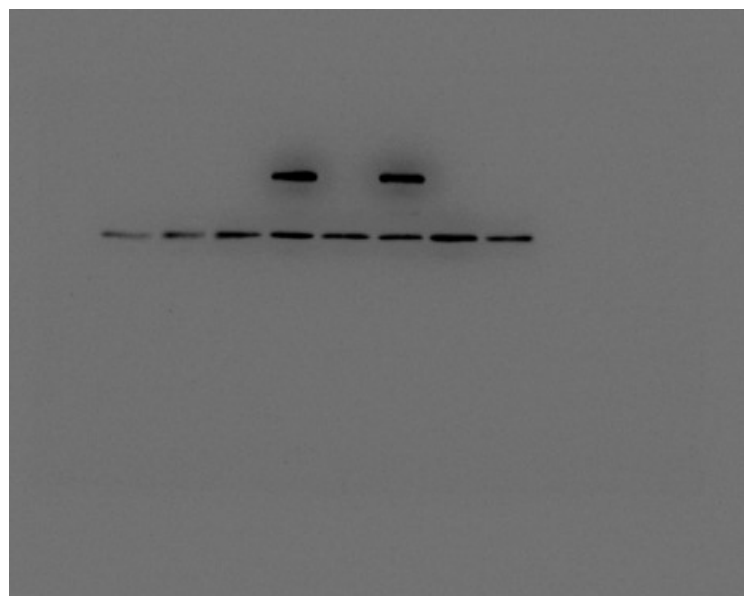

FLAG and LaminB1 –  
different exposure time

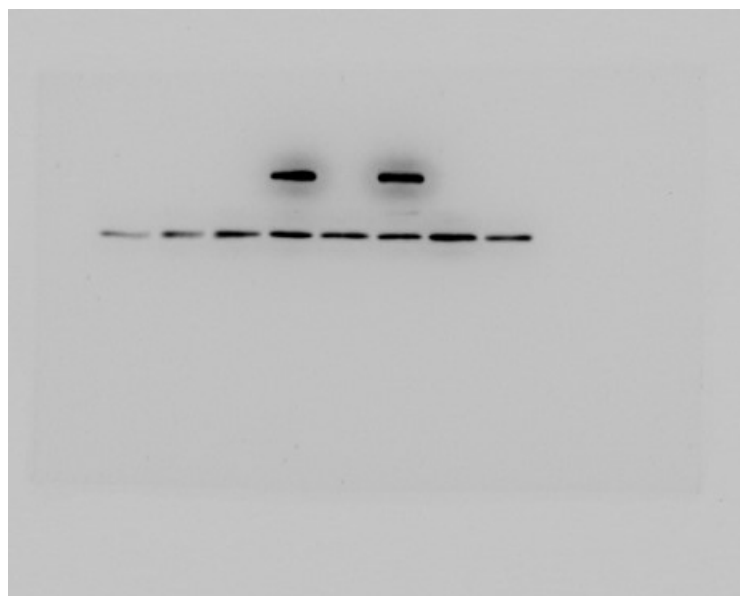

Oversaturated image  
with visible borders

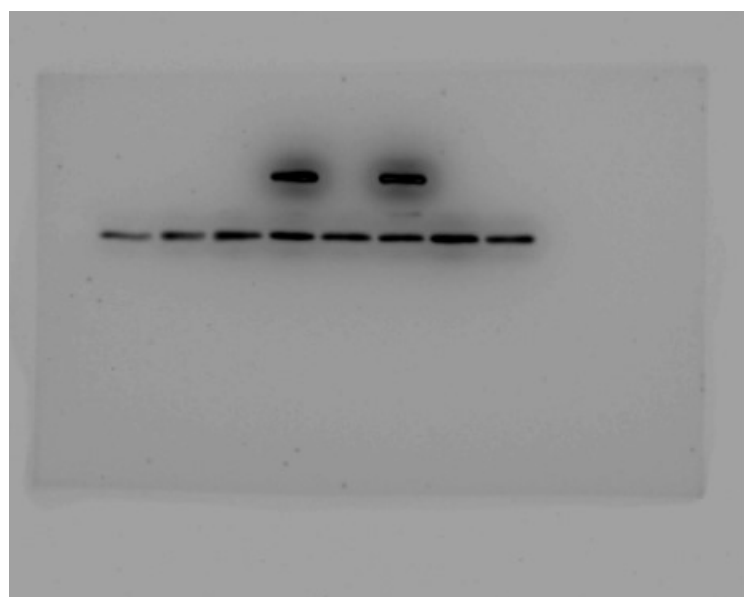

Image with protein ladder

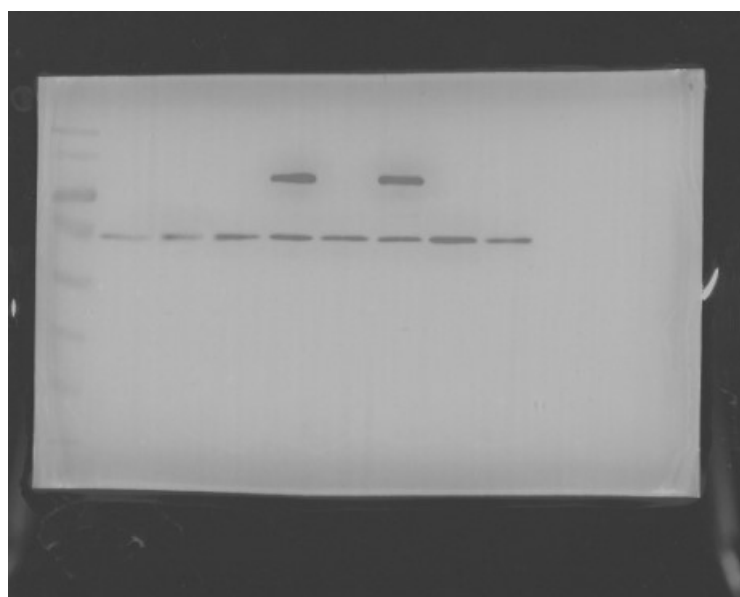

PageRuler Prestained Protein Ladder 10  
to 180 kDa was used (ThermoFisher  
Scientific, cat. 26616)

Fig. 2b

RIP

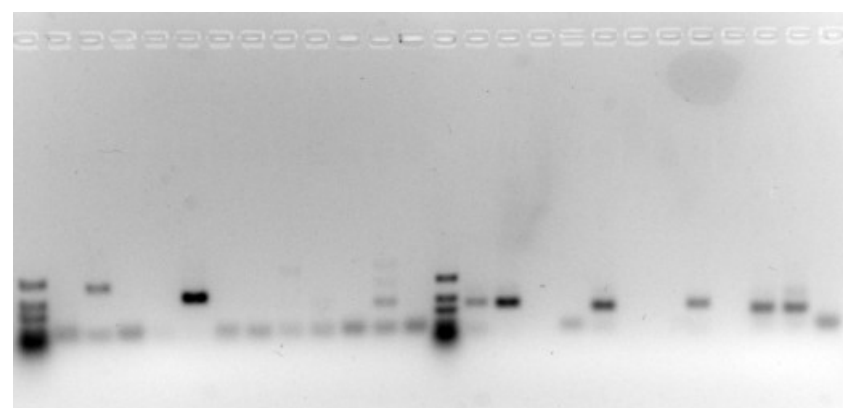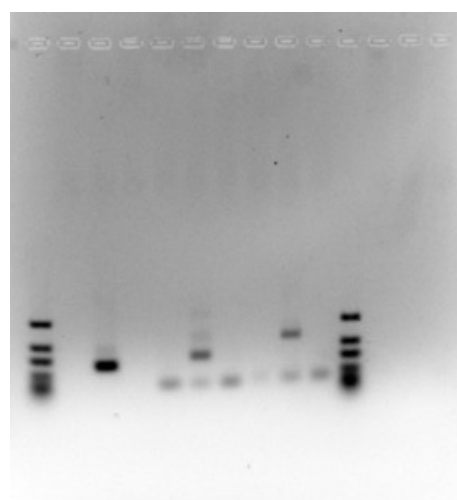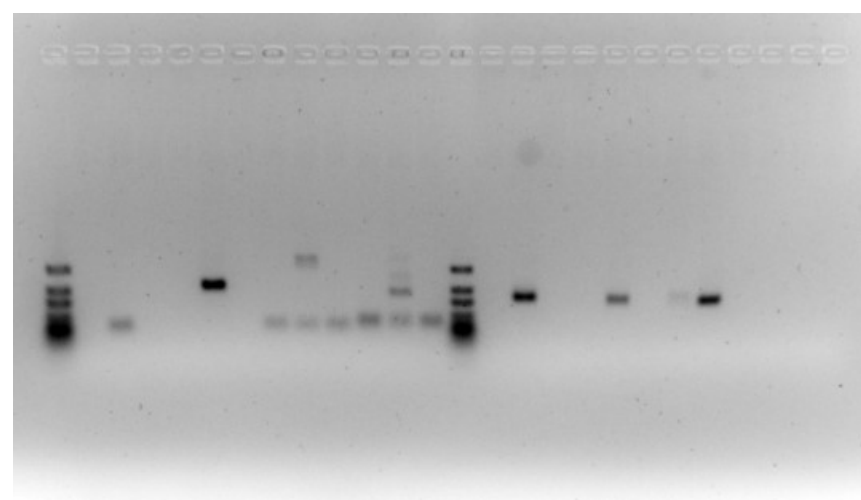

INPUTS

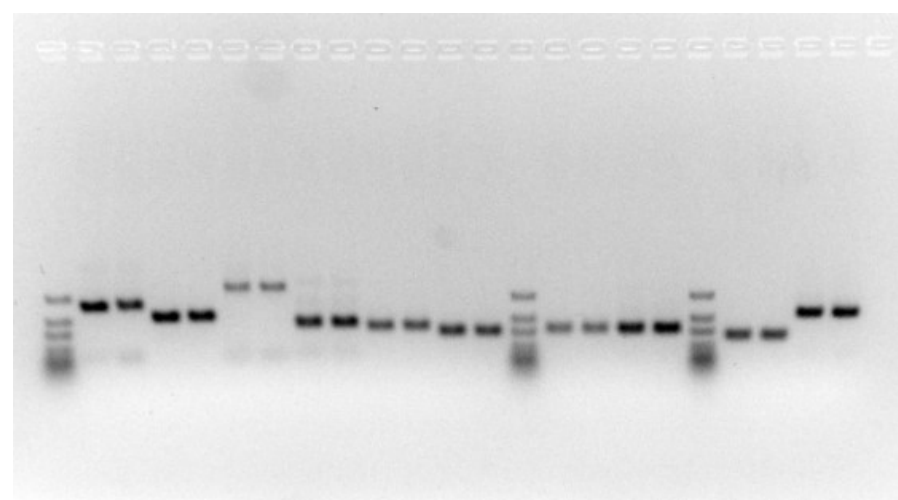

Fig. 4a

U87-MG – original uncropped images

Cyclin E1

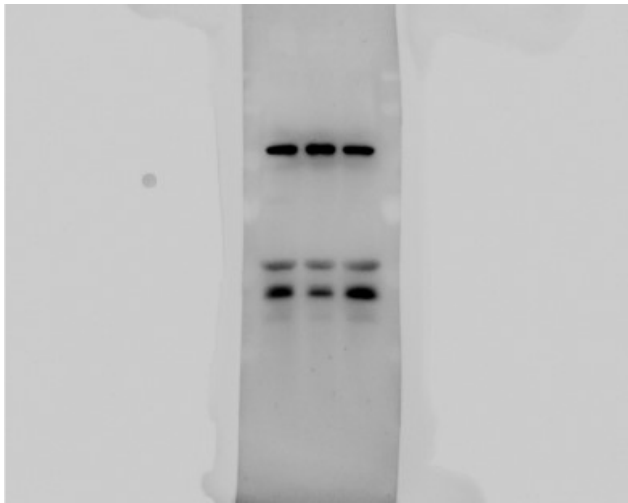

Cyclin E2

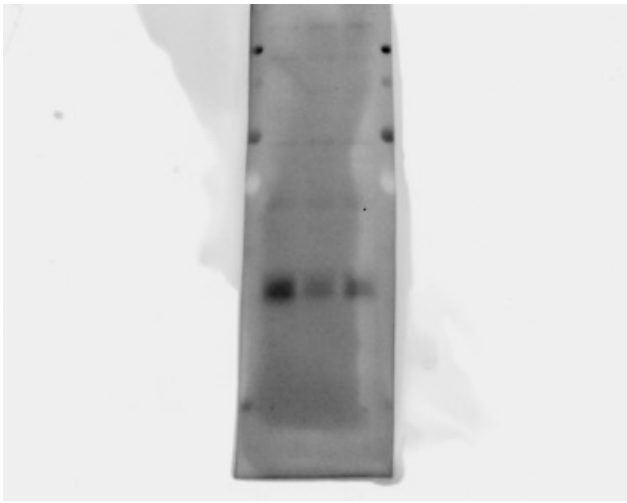

Cyclin D1

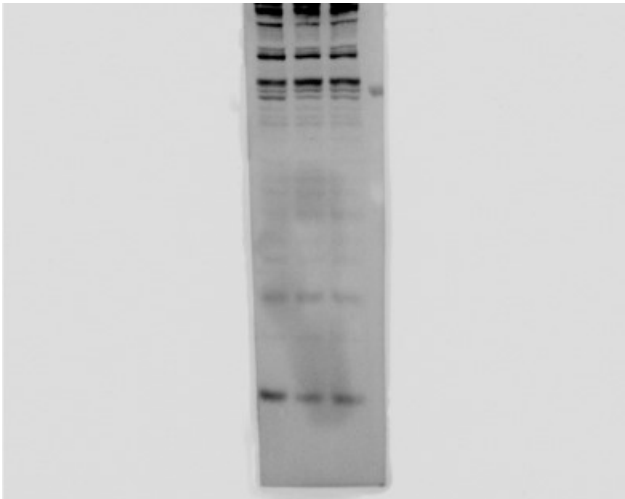

Cyclin A2

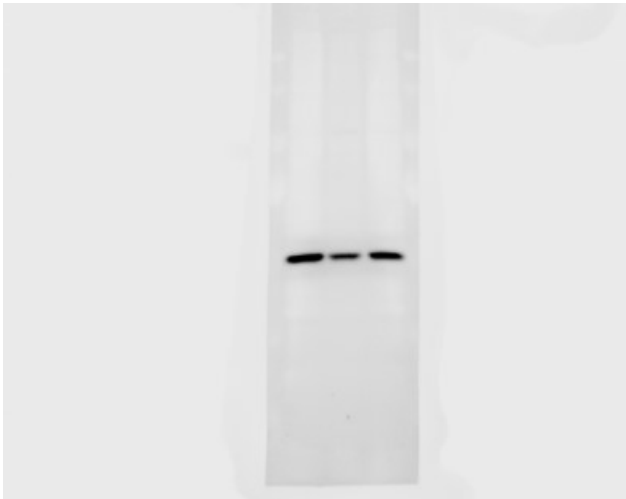

Cyclin B1

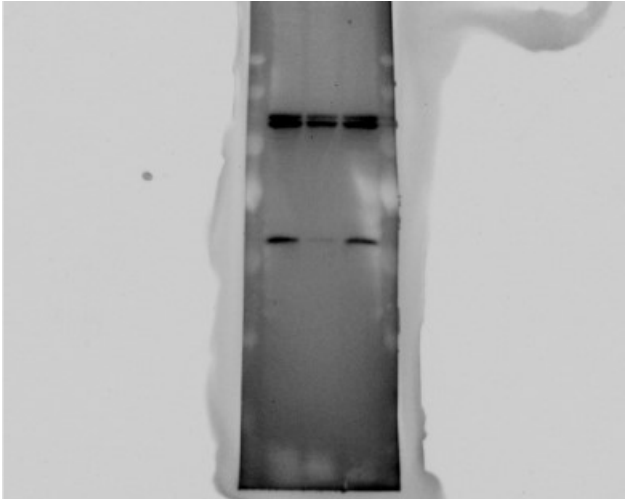

Aurora A kinase

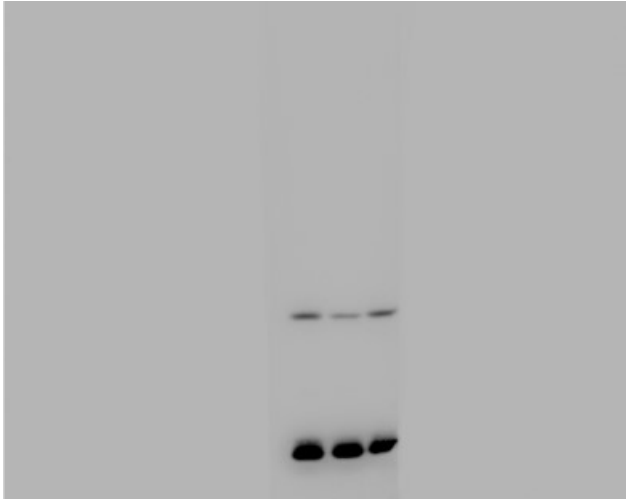

Fig. 4a

# U87-MG – images with protein ladder

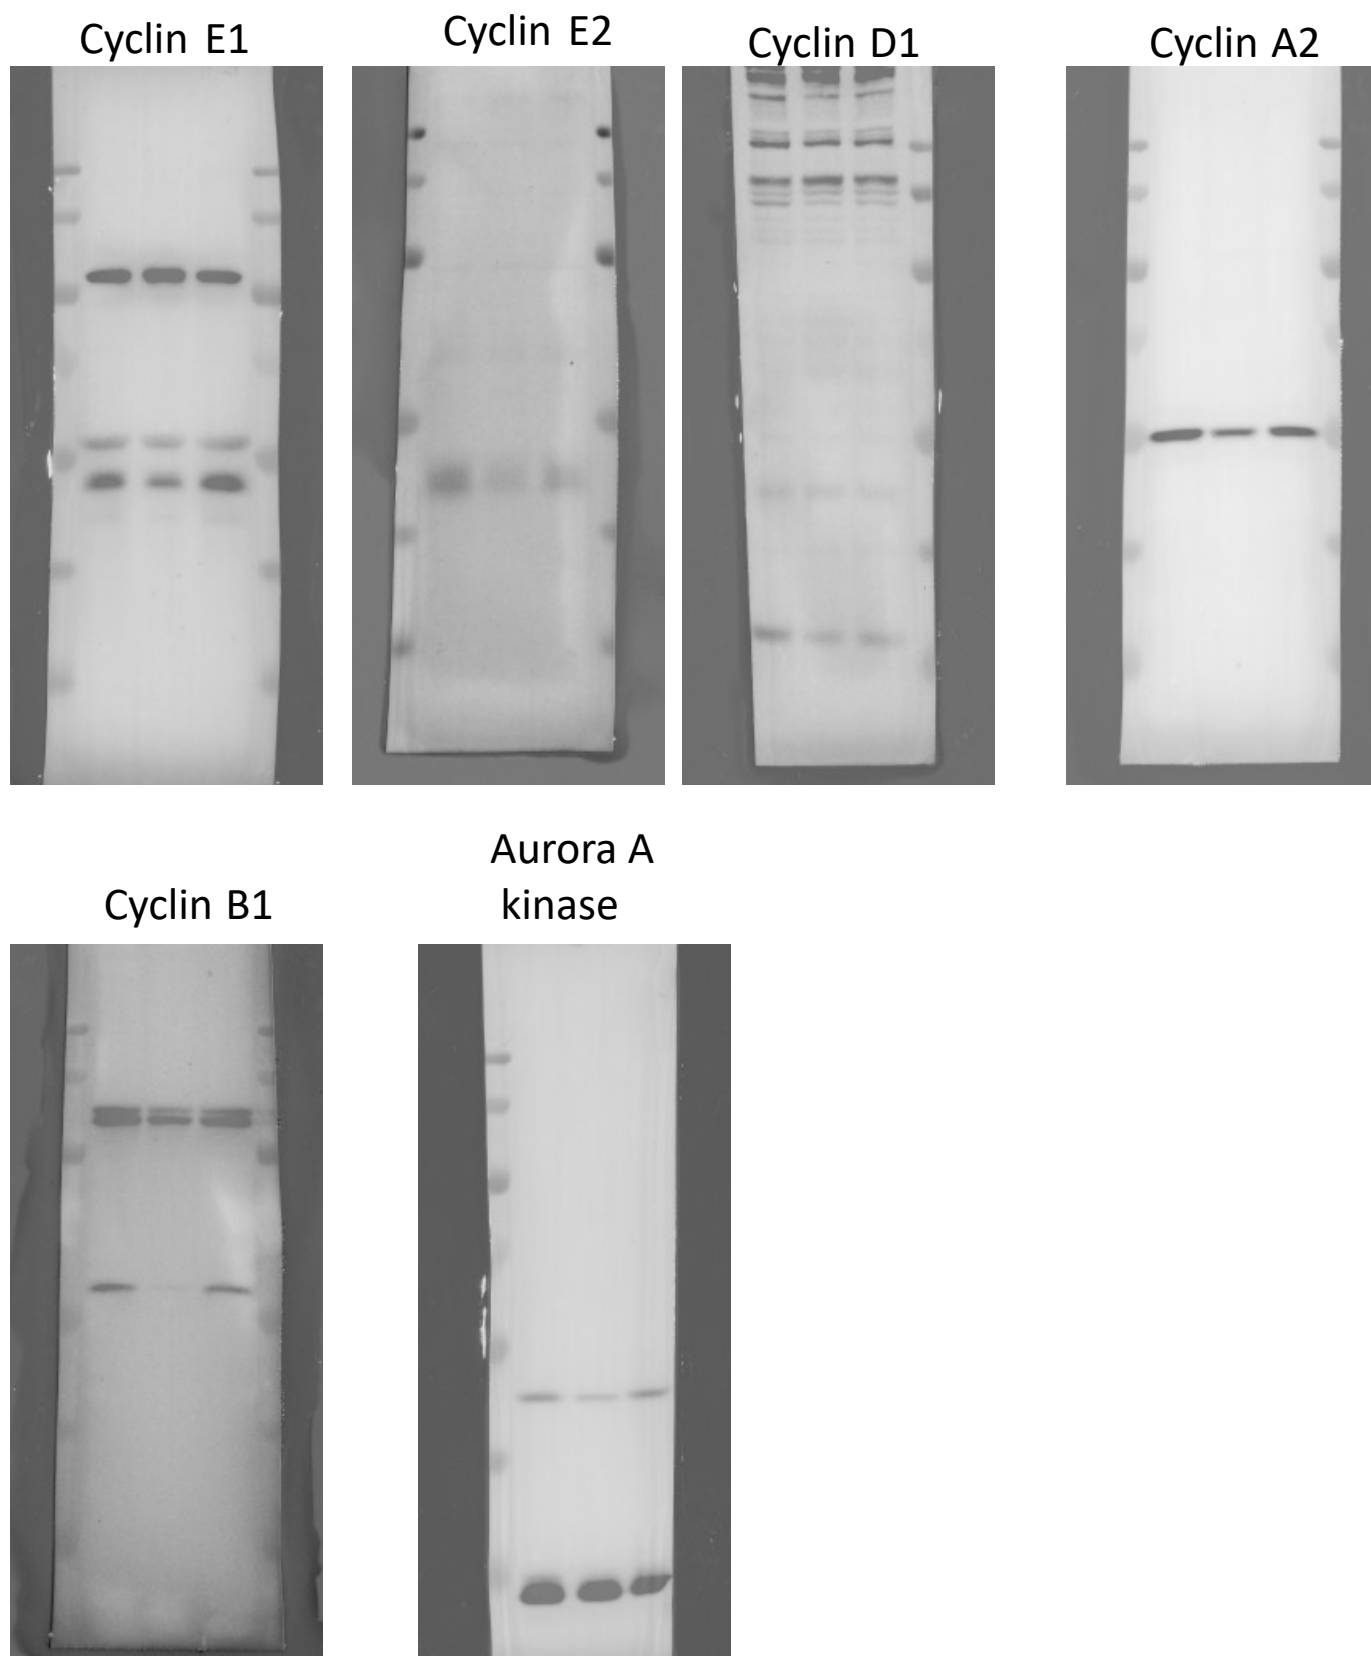

PageRuler Prestained Protein Ladder 10 to 180 kDa  
was used (ThermoFisher Scientific, cat. 26616)

Fig. 4a

U87-MG cropped and adjusted

Cyclin E1

Cyclin E2

Cyclin D1

Cyclin A2

Cyclin B1

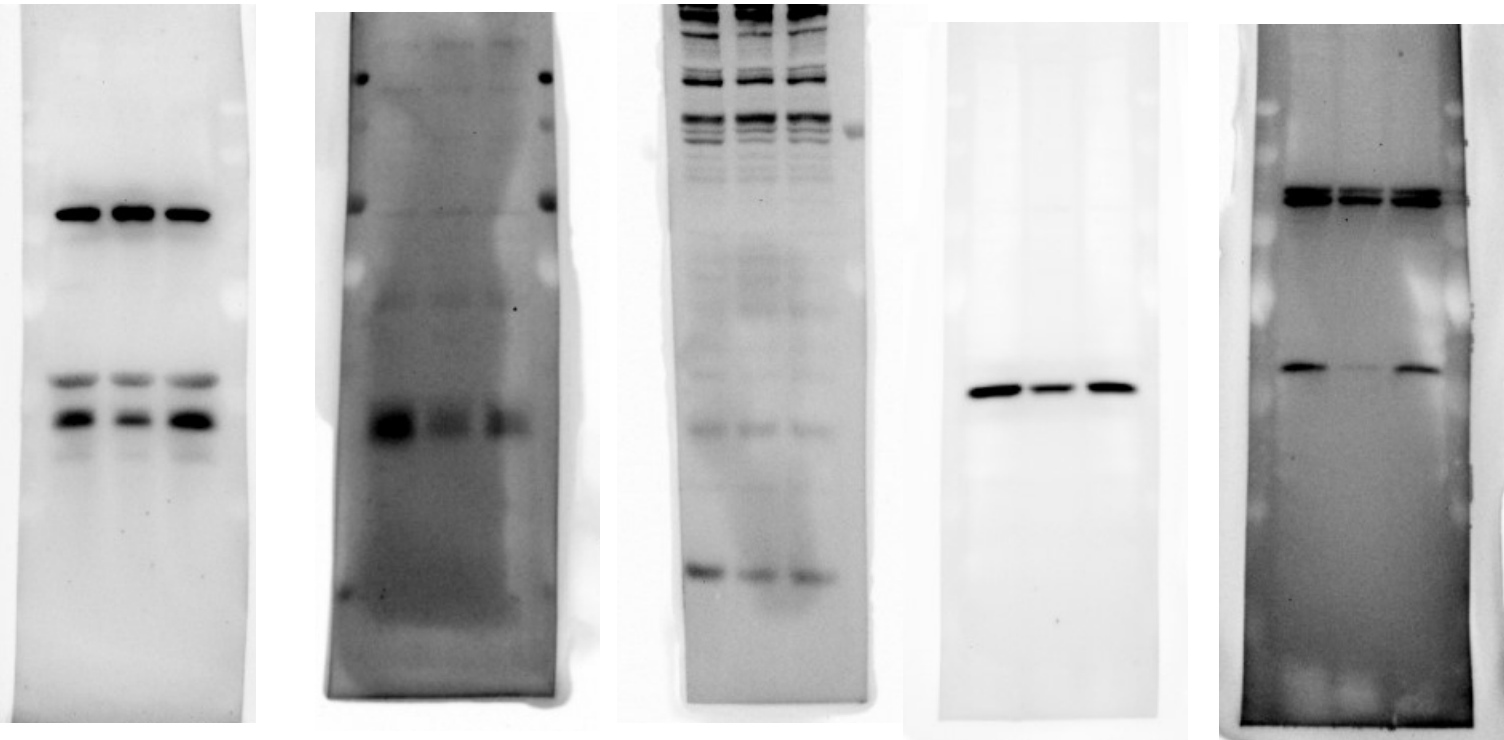

Aurora A  
kinase

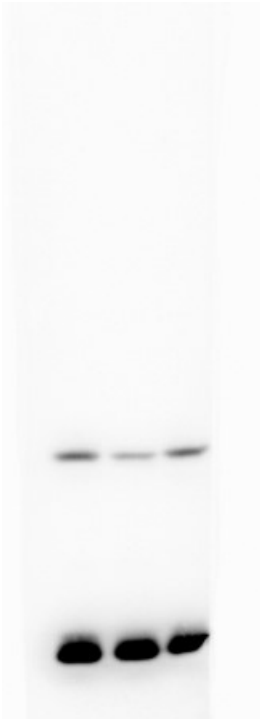

Fig. 4a

U87-MG – Total protein

Cyclin E2

Cyclin E1

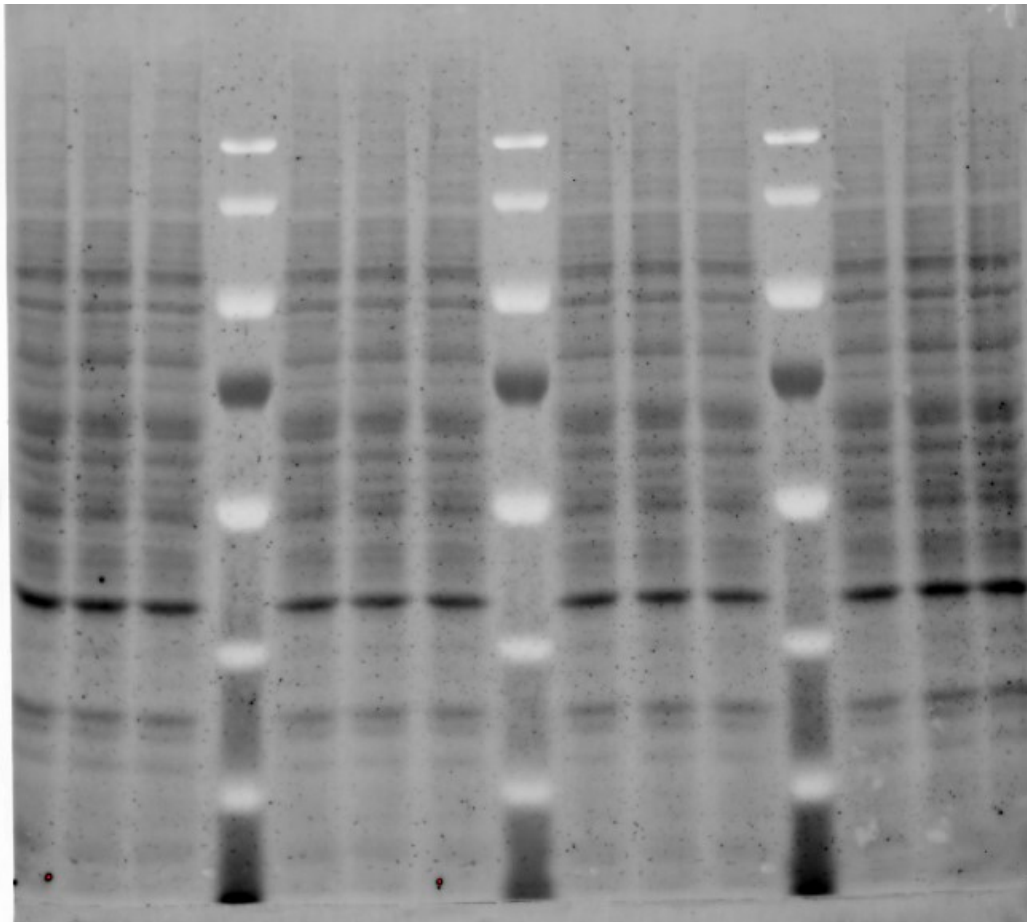

Cyclin D1

Cyclin A2

Cyclin B1

Aurora A  
kinase

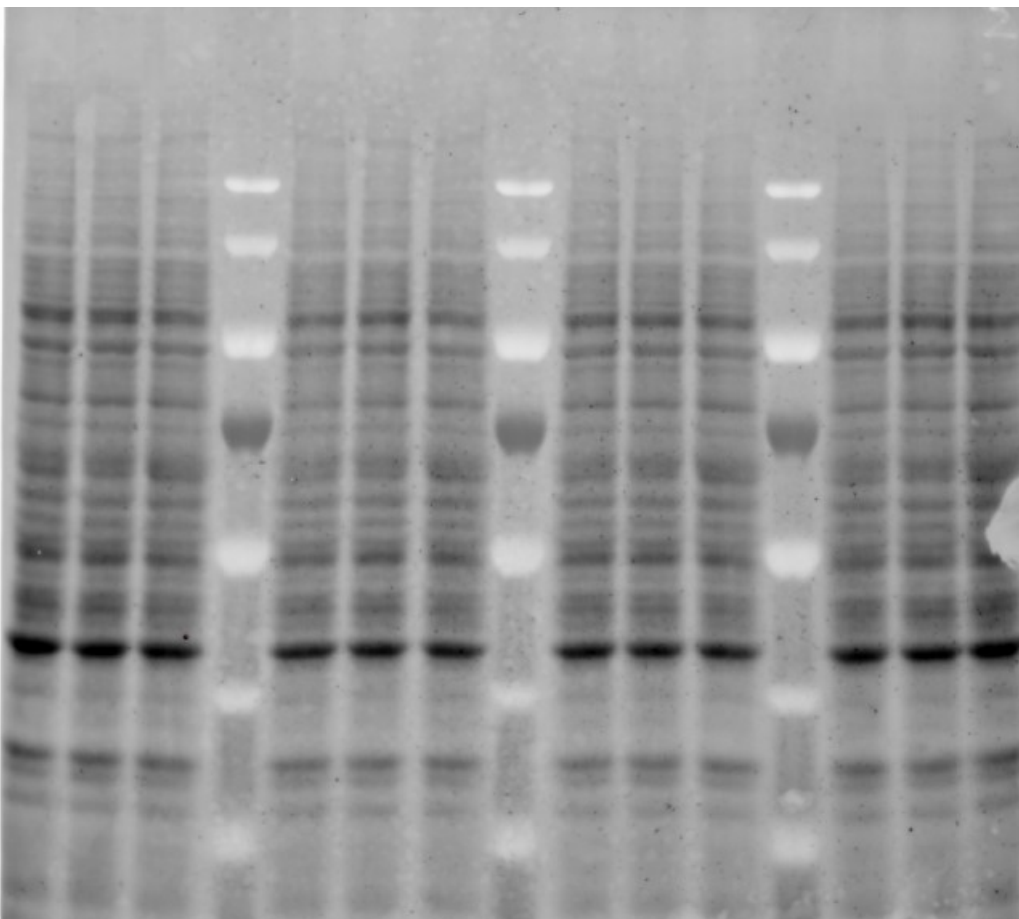

Fig. 4b

U251-MG – original uncropped images

Cyclin E1

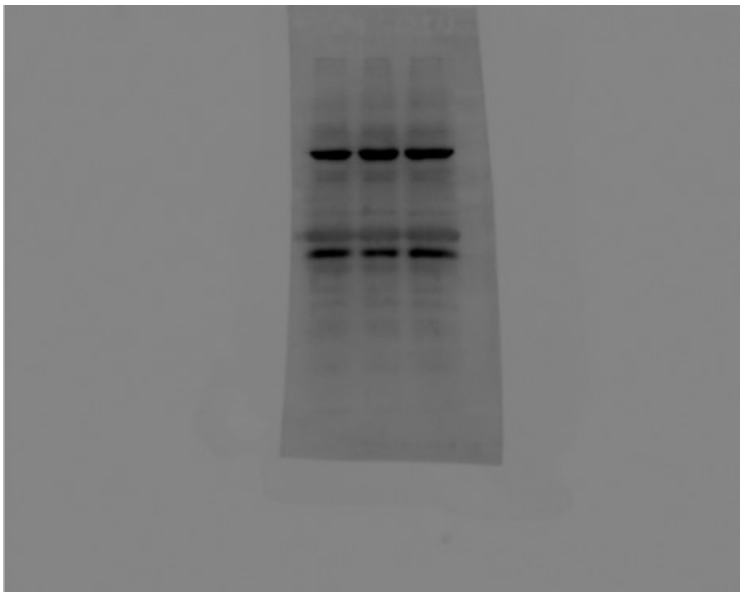

Cyclin E2

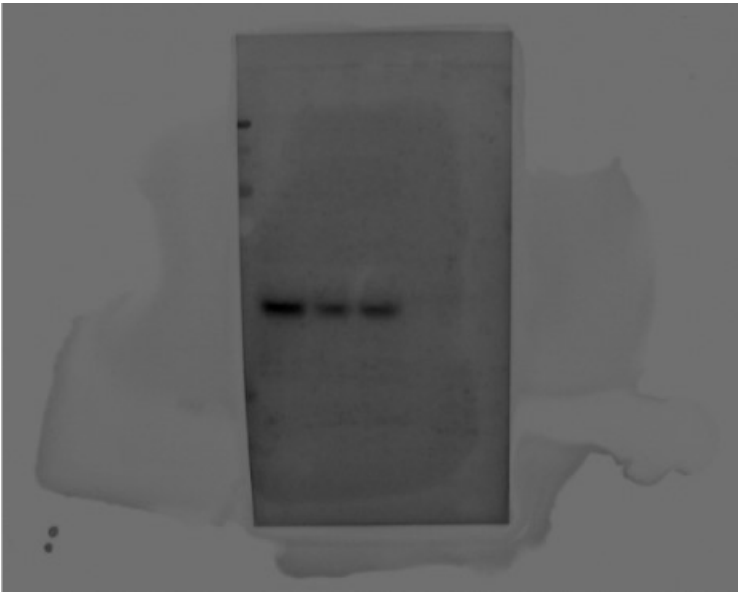

Cyclin D1

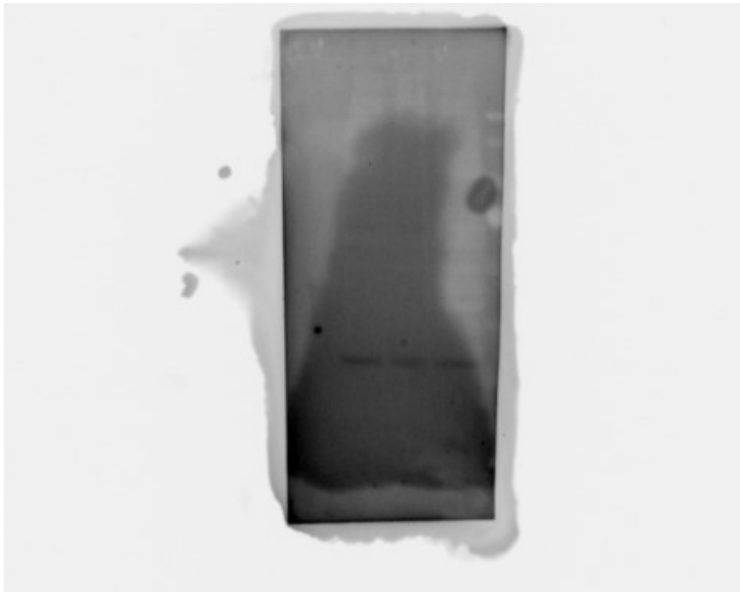

Cyclin A2

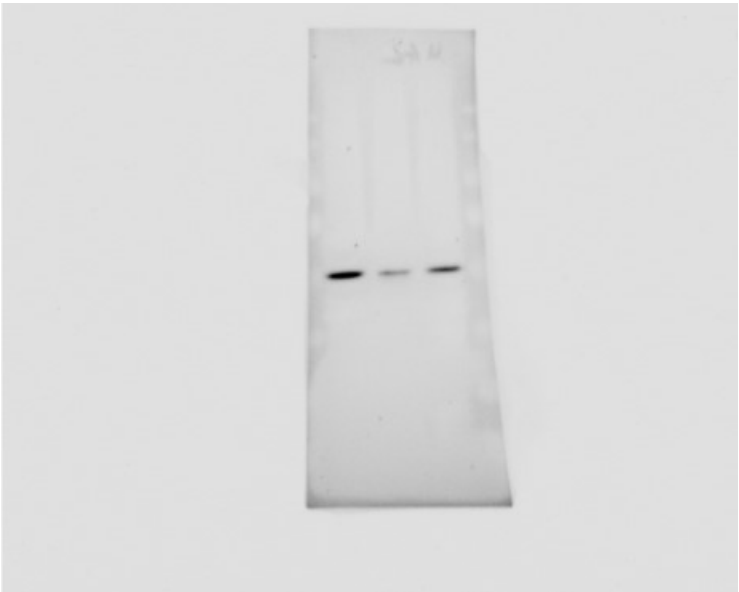

Cyclin B1

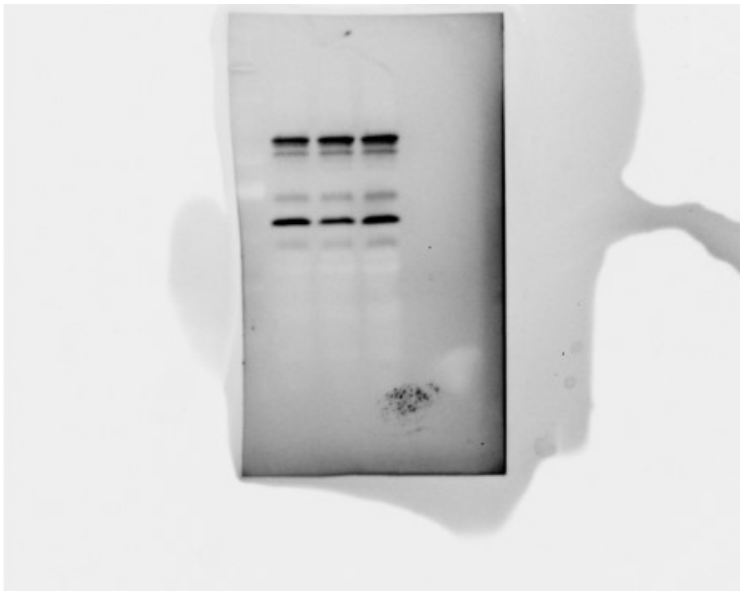

Aurora A kinase

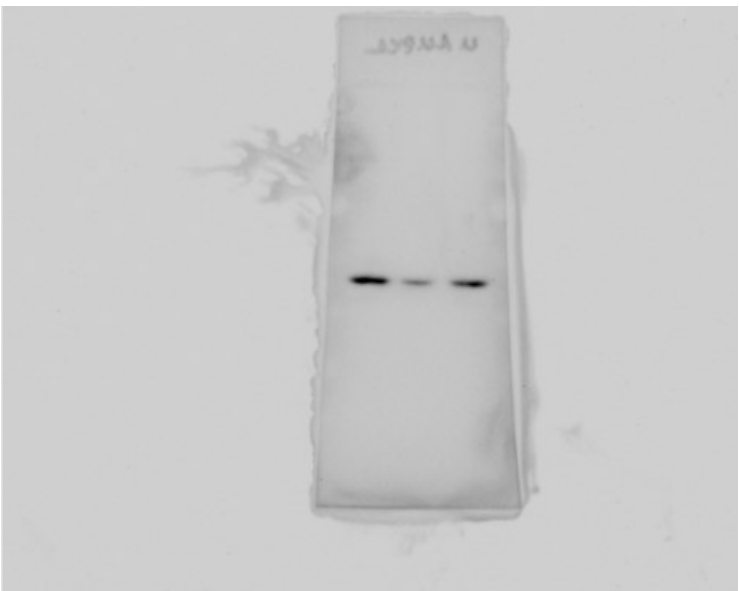

Fig. 4b

## U251-MG – images with protein ladder

Cyclin E1

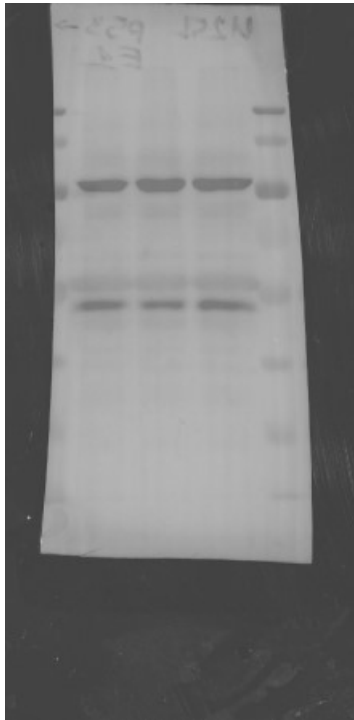

Cyclin E2

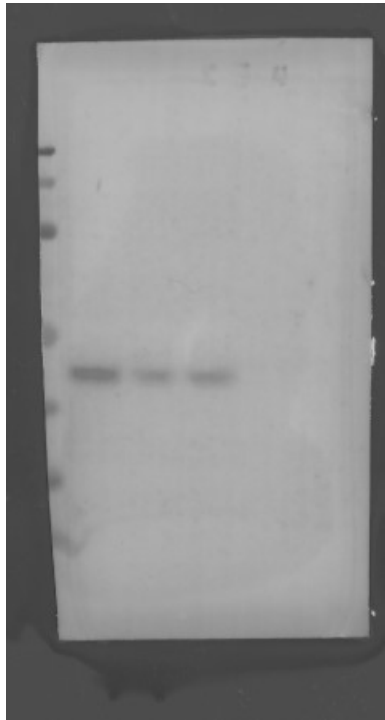

Cyclin D1

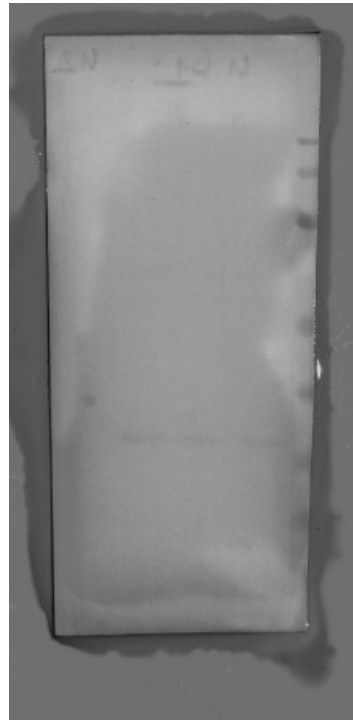

Cyclin A2

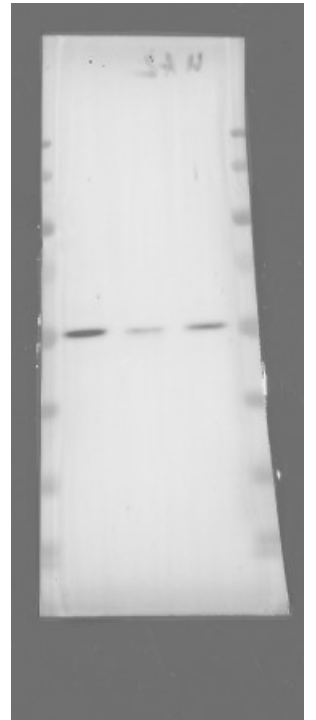

Cyclin B1

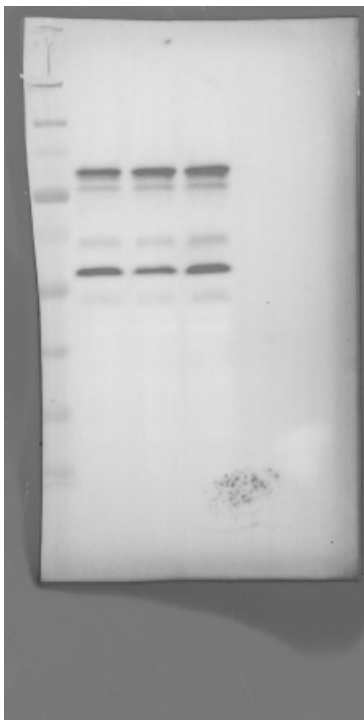

Aurora A kinase

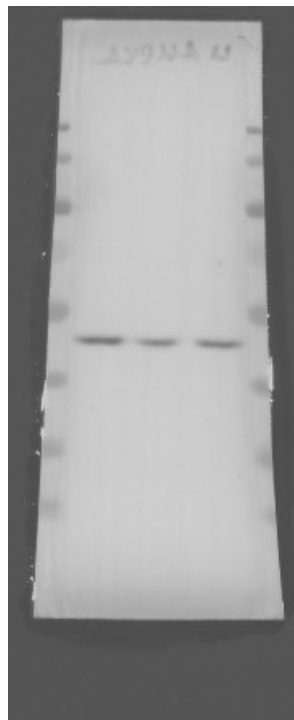

PageRuler Prestained Protein Ladder 10 to 180 kDa  
was used (ThermoFisher Scientific, cat. 26616)

Fig. 4b

U251-MG – cropped and adjusted

Cyclin E1

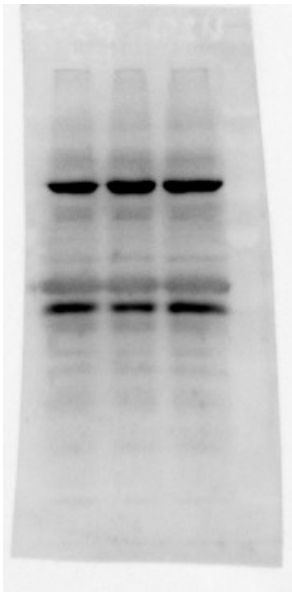

Cyclin E2

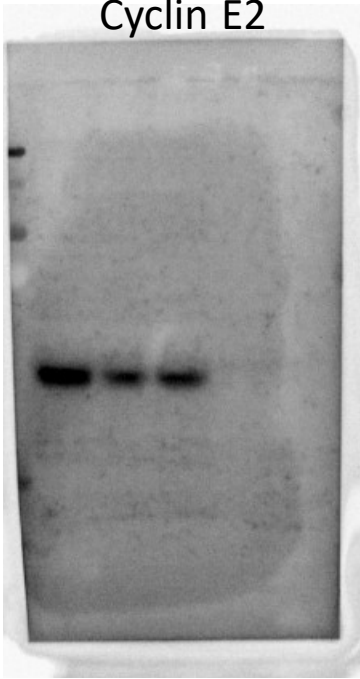

Cyclin D1

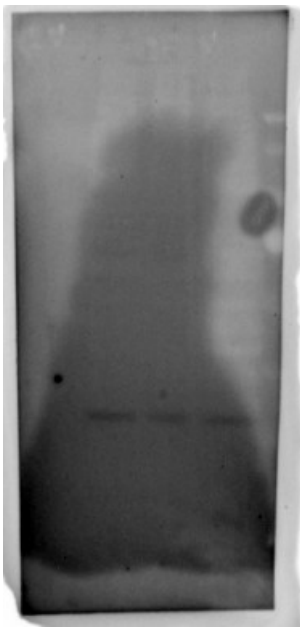

Cyclin A2

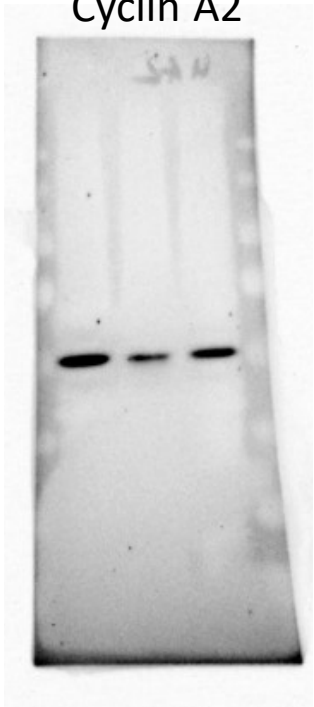

Cyclin B1

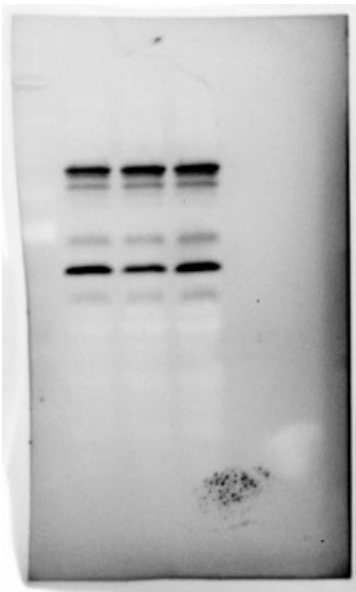

Aurora A kinase

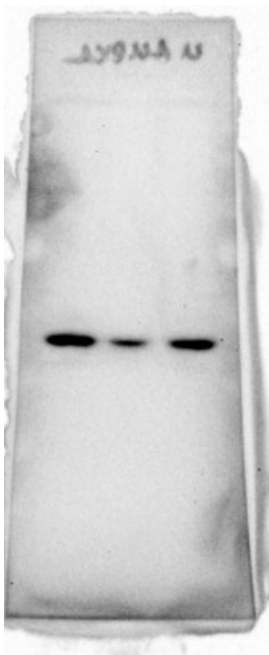

Fig. 4b

U251-MG – Total protein

Cyclin E1

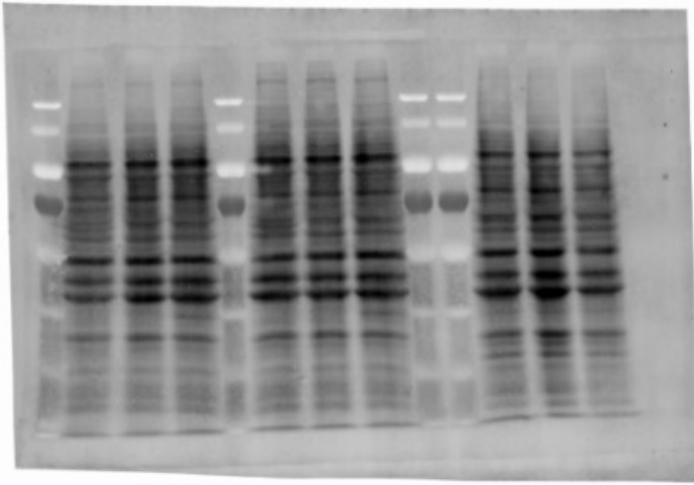

Cyclin E2

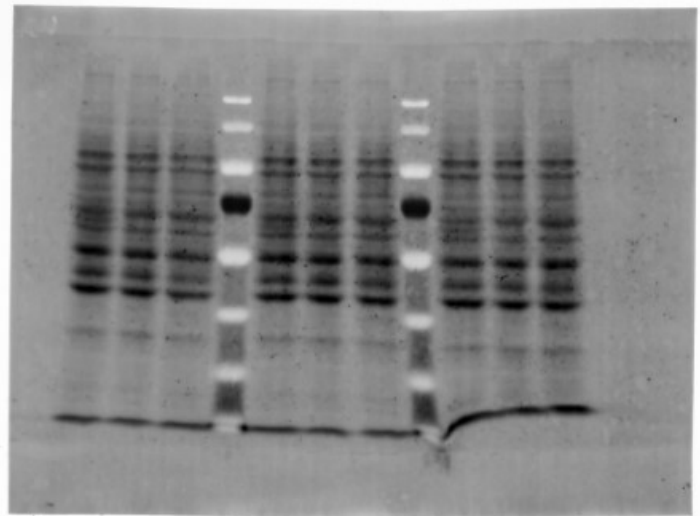

Cyclin D1

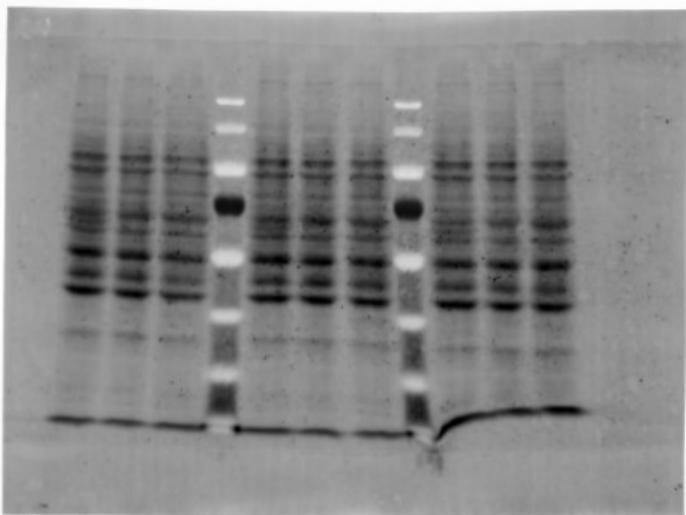

Aurora A  
Cyclin A2 kinase

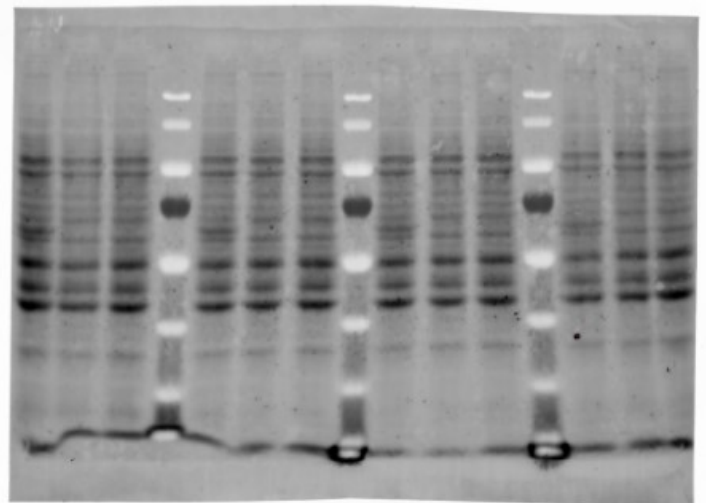

Cyclin B1

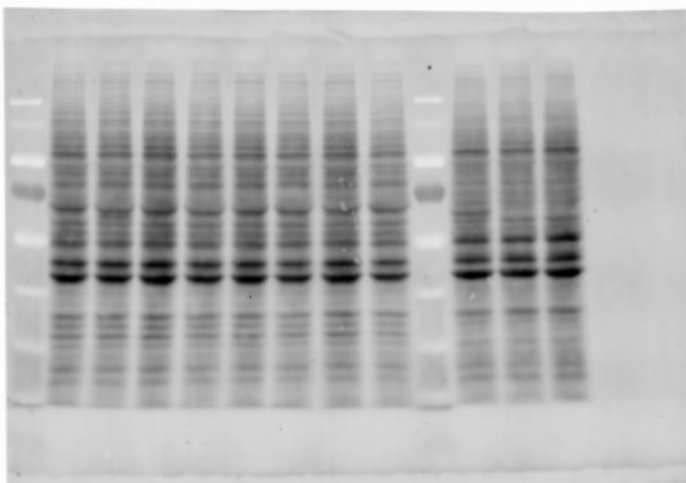

Fig. 4c

U87-MG

Cropped and adjusted

Oversaturated image with visible borders

FLAG

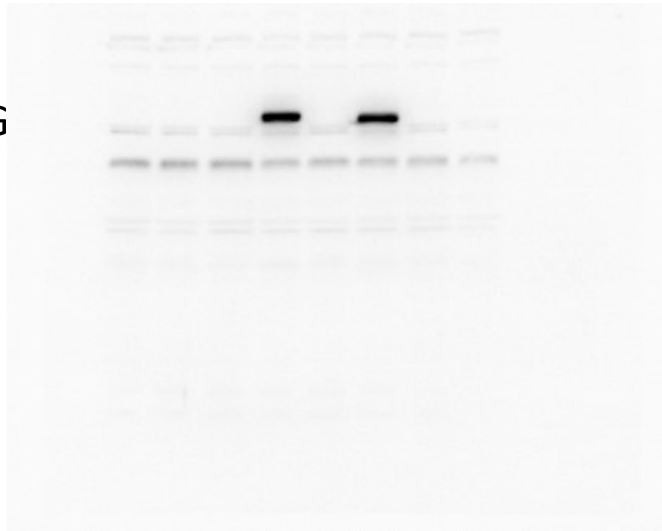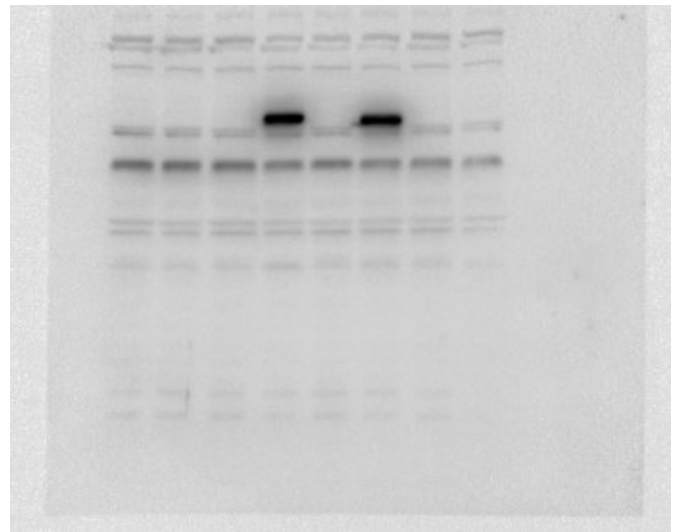

Original

Image with protein ladder

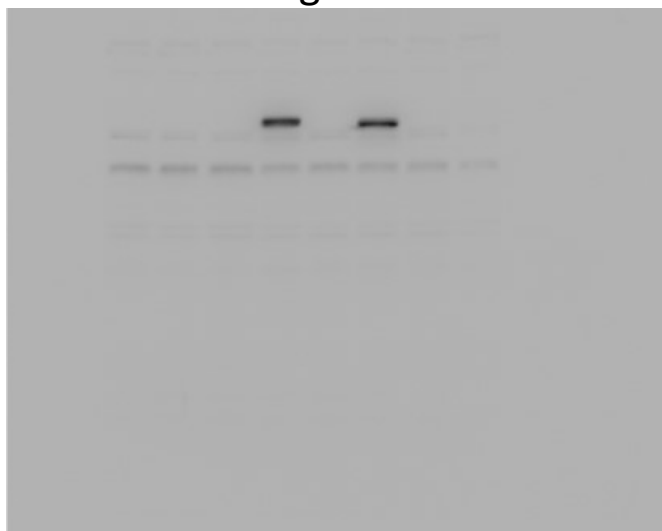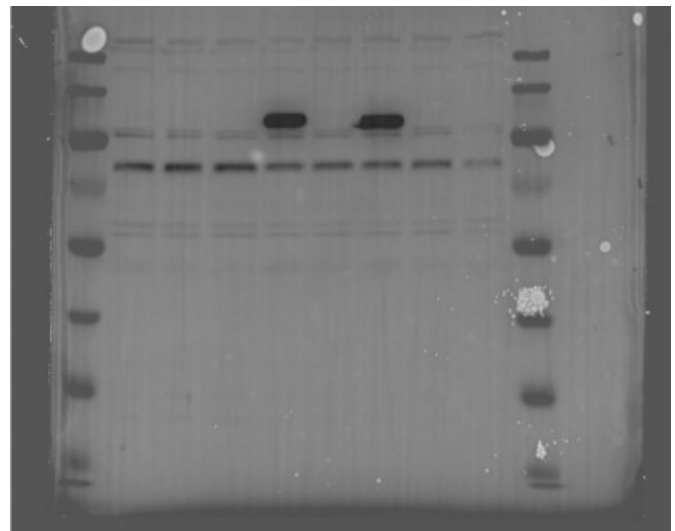

PageRuler Prestained Protein Ladder 10 to 180 kDa was used (ThermoFisher Scientific, cat. 26616)

Fig. 4c

U251-MG

Cropped and adjusted

Oversaturated image with visible borders

FLAG

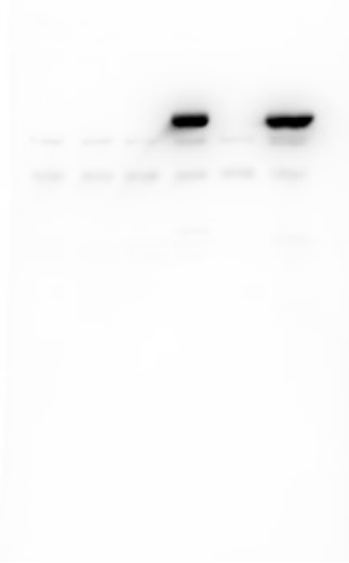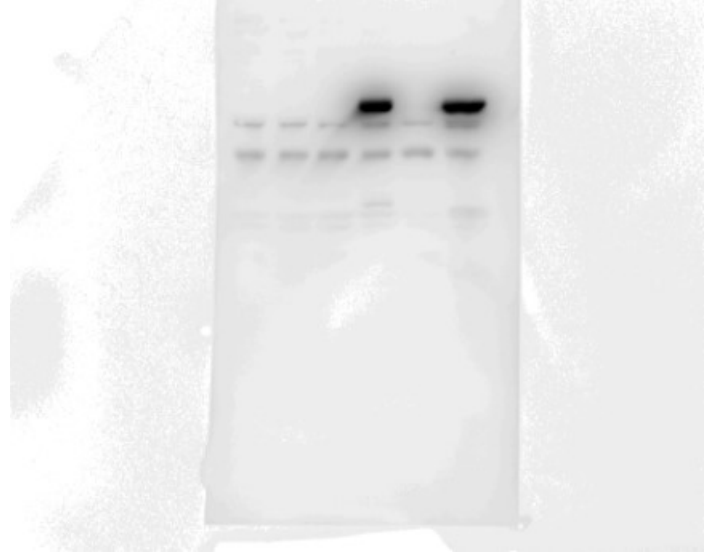

Original

Image with protein ladder

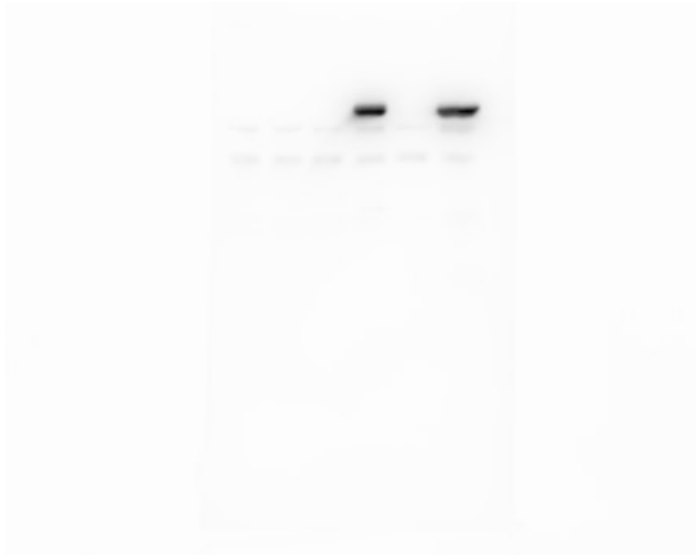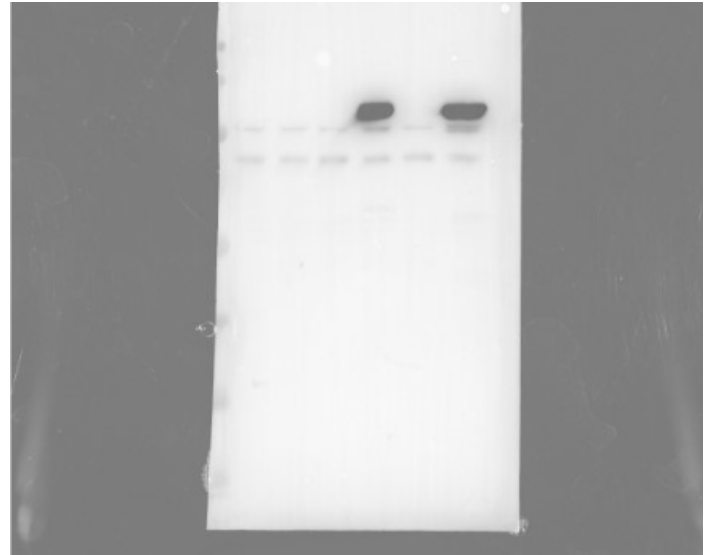

PageRuler Prestained Protein Ladder 10 to 180 kDa was used (ThermoFisher Scientific, cat. 26616)

Fig. 4c

U87-MG

Total  
protein

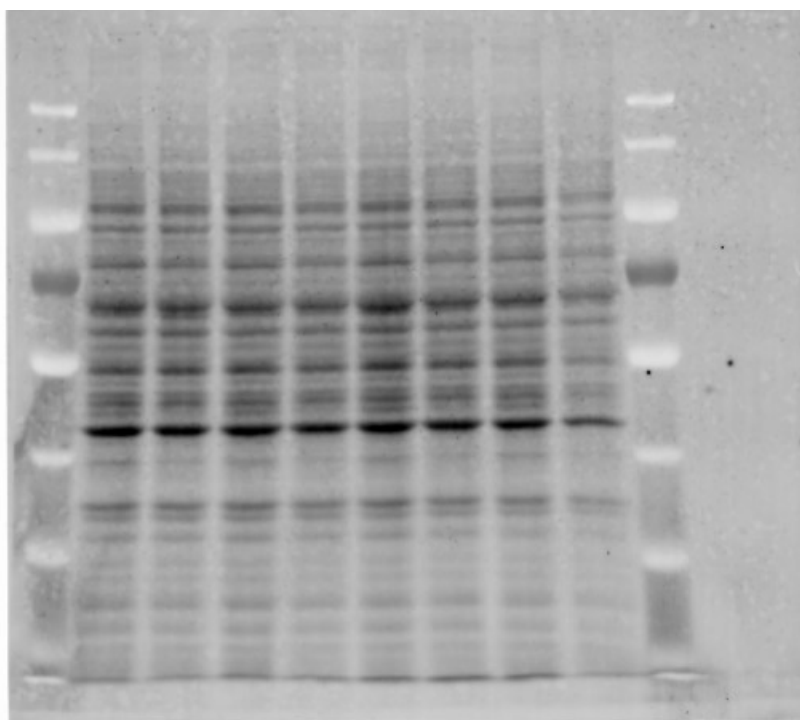

U251-MG

Total  
protein

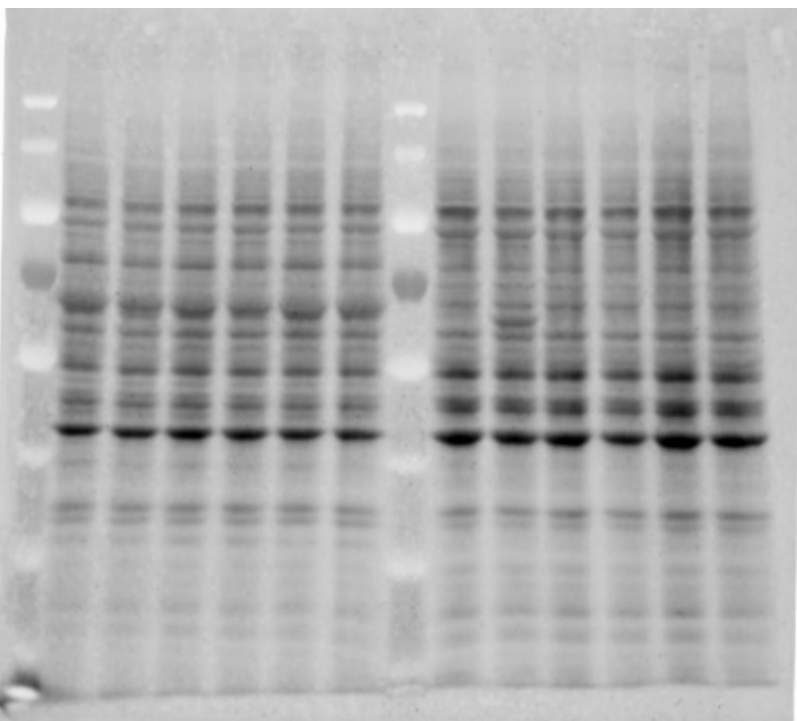

**Supplement:** Supplementary file 1 — Supplementary Information 1.

How the deposited data were processed for this re-analysis (not part of the article)

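RNA from U251-MG cells, an established human glioblastoma line, was sequenced in 6 samples, 3 of cells with dox-inducible Reg-2 and 3 of control cells. The paper and the series design name the control luciferase, while the sample labels call it mock-transfected. The labels give 1 µg/ml dox for 24 h and 1 µg/ml puromycin for this experiment. For RNA isolation the paper names a column kit and the labels a phenol-based method. Library preparation from rRNA-depleted total RNA, sequencing and data analysis were done by Qiagen Genomic Services, and the genome build was hg38. The aligner, the counting tool, their versions and the annotation are not given in the sources used here.

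The deposited table lists 34722 genes. According to the file headers, its values per sample are TPM (transcripts per 1000000), made by the authors' provider from counts and transcript lengths, and each sample adds up to 1000000 with small structured RNAs included, so no scaling between samples is in them. The table also holds the authors' comparison of Reg-2 with control. Its fold change is a signed score as deposited, written by the authors as the negative of control over Reg-2 for a decrease, and its log2 column is the binary logarithm of the ratio, as deposited by the authors. The p-values, FDR-adjusted and Bonferroni-adjusted p-values are those the authors deposited, from a test not given in the sources used here. These columns were used only for comparison and as one alternative. The larger group mean of that comparison, on a scale that is not named, was not used. Of the gene IDs, 32909 are in GENCODE 29 (GRCh38), from which gene types, positions and 3′UTRs were taken. In the table 27 gene names have the form of a date and were left as they are. For 5 genes listed under a clone name (KIF23, OAS1, RPL6, N4BP1 and CNOT2) the symbol of the gene ID was used, because a gene list holds them.

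The design planned a count model. The table holds no counts, so the plan written for that case was followed. Genes with a TPM of at least 1 in at least 3 samples were kept (10717 genes), and log2(TPM + 1) was tested with limma 3.58.1 (trend and robust, statmod 1.5.0) in R 4.3.3, Reg-2 against luc control, with Benjamini-Hochberg adjustment and a threshold of 0.05. On this scale a fold change of a gene near 1 TPM is understated. Gene lists were tested with camera at a preset correlation of 0.01, beside camera with an estimated correlation and fry, for the 24 of 28 lists that had at least 3 tested genes. Of 647 list entries, 641 were matched to a gene. H3C4, CDKN2A, CDKN2B, CDKN2C, IL2 and SOD2 were not analysed here. The lists, the tests, the rule for naming genes and most alternatives were fixed before the data were examined, when the values of Table 1 had been read.

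The genes named are those the paper names, the 10 with the largest increase and the 10 with the largest decrease among called genes with a mean of at least 1 TPM, a symbol that is not a clone name, and all 3 Reg-2 samples on one side of all 3 control samples, and up to 4 genes of each list with the smallest adjusted p. Of the genes this rule gives, 2 are not reported here. The rule gave a mean of at least 1 CPM, for which TPM was used. It was read on the names as the table prints them. This reading was settled after the list was seen, and reading the names through gene IDs instead would have added the small nucleolar RNA SNORA31B (RF00322_20 in the table, log2 fold change -5.08) and a second ID of MKKS (AL034430.1, -2.63) to the largest decreases. A few genes outside the rule are named where a count is small, and are marked as such.

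After the values were seen, 3 scalings of TPM were added, by the median of ratios over the tested genes, to the protein-coding total and to the total without 7SL and 7SK RNA, as was a filter of at least 5 TPM in every sample. The other alternatives were a pseudocount of 0.1, no filter, a non-robust fit, a fit with the replicate number as a term, a threshold on fold change of 1.5, other thresholds for Table 1, the authors' deposited p-values and leaving out each sample in turn.

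The total number of reads is unknown, so no counting error could be given. The number of genes above 0 TPM was 26565 to 28456 in luc control samples, and 31040, 28289 and 28089 in Reg-2 samples. The Pearson correlation of log2(TPM + 1) over genes was 0.997 to 0.998 between luc control samples, 0.996 to 0.997 between Reg-2 samples and 0.979 to 0.982 between groups. The paper states that samples were sent in triplicates, without saying whether these were independent cultures. Differences between replicates with the same number in the 2 groups did not go together (correlations of -0.258, -0.283 and -0.0167), so the numbers were not taken to pair the samples.

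The procedure was tested on simulated data with 10717 genes and 200 changed genes. It called 30% of genes changed by 1.25-fold, 86% at 1.5-fold, 96% at 2-fold and 100% at 4-fold, with 8 unchanged genes called. When all genes of the simulated Reg-2 libraries were lowered by the same factor, 6840 unchanged genes were called, and 2 after scaling by the median of ratios. A factor shared by all genes is what this scaling removes by construction. Shares of abundant RNAs that differ between samples of a group were not simulated.

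For 3′UTRs, the protein-coding transcript with the longest coding sequence per gene was taken from GENCODE 29, with a minimum of 50 nt, and 9618 of 10011 protein-coding genes tested (96.1%) had one. Hairpins were read as 5 paired bases, G-U pairs included, on both sides of a loop of 3 nt. Errors of length slopes come from 500 bootstrap draws over genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used. Data from U87-MG cells, qPCR, RNA immunoprecipitation, reporter, western blot and patient data were not used here.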

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

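Several transcripts outside those the paper discusses were more abundant in Reg-2 cells than in luc control cells, and they are given here for that reason. SCG2, which encodes secretogranin II, a protein of secretory granules, was at 10.9 ± 1.4 TPM (SD, n = 3) in luc control cells and 71.4 ± 2.05 TPM in Reg-2 cells, a log2 fold change of 2.61 (standard error 0.085, adjusted p = 2.8e-10 from limma). NPY1R, a receptor of neuropeptide Y, went from 2.07 TPM to 9.72 TPM (log2 fold change 1.80, adjusted p = 1.9e-09). DIO2, the deiodinase that activates thyroid hormone, went from 0.98 TPM to 4.77 TPM (1.54, adjusted p = 4.94e-07), and STMN3, a tubulin-binding stathmin, from 0.592 TPM to 3.0 TPM (1.33, adjusted p = 6.4e-08). RNASE4, a secreted ribonuclease, rose by a log2 fold change of 1.11 (adjusted p = 1.04e-07), from 1.07 TPM to 3.49 TPM. GPNMB, a membrane glycoprotein, rose by 1.07 (adjusted p = 8.46e-05), and ST8SIA4, a polysialyltransferase, by 0.99 (adjusted p = 2.9e-05). LEMD1, encoding a LEM domain protein, rose by 1.83 (standard error 0.23, adjusted p = 0.00203), with a spread in Reg-2 cells of 6.53 ± 1.96 TPM, and did not pass in a fit with the replicate number as a term (adjusted p = 0.0567).

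TXNIP, which encodes thioredoxin-interacting protein, went from 4.01 ± 1.61 TPM (SD, n = 3) in luc control cells to 9.26 ± 1.78 TPM in Reg-2 cells, a log2 fold change of 1.07 (standard error 0.27, adjusted p = 0.0256 from limma). Its call was lost without luc control replicate 1 (adjusted p = 0.0832) or 3 (0.061), and without Reg-2 replicate 1 (0.0787), 2 (0.0681) or 3 (0.0593), and in a fit with the replicate number as a term (0.138).

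The increases were larger relative to the median gene, at 2.82 for SCG2, 1.97 for NPY1R, 1.68 for DIO2, 1.45 for STMN3, 1.25 for RNASE4, 1.21 for GPNMB, 1.14 for ST8SIA4, 1.97 for LEMD1 and 1.25 for TXNIP. The rule that named these 9 transcripts required all 3 Reg-2 samples to lie above all 3 luc control samples. DIO2, STMN3, RNASE4, GPNMB, NPY1R, ST8SIA4 and LEMD1 had a level near 1 TPM in luc control cells, where log2(TPM + 1) understates the change. No explanation for these increases was tested.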

How the results depend on the processing

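The log2 fold changes of ZC3H12B, CCNE2, CCND1, CCNE1 and PLK1 kept their direction and stayed past the test in each alternative fit in which they were tested. CCNE1 and ZC3H12B were not tested with a TPM of at least 5 in every sample, and the fold change of CCNE1 and PLK1 was under 1.5. When each sample was left out in turn 5411 to 6581 genes changed (723 to 973 higher, 4581 to 5817 lower), Table 1 transcripts lower were 22 to 24 and gene lists past the test 6 to 13. With the replicate block these were 5992 genes, 23 transcripts and 15 lists, and with no filter 5512 genes, 18 transcripts and 15 lists. Without single samples the log2 fold change was -1.17 to -1.01 for CCNE2, -0.96 to -0.87 for CCND1, -0.52 to -0.39 for CCNE1, -0.46 to -0.32 for CCNA2, -0.38 to -0.27 for CCNB1, -0.38 to -0.24 for CCNB2, -0.46 to -0.40 for PLK1, -0.33 to -0.25 for AURKA and 5.99 to 6.05 for ZC3H12B.

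With a fold change of at least 1.5 there were 959 genes changed, 73 higher and 886 lower, since the threshold removes smaller changes. At this threshold 178 were higher and 1317 lower with a pseudocount of 0.1. Scaled by the median of ratios, 186 were higher and 342 lower at this threshold. With a TPM of at least 5 in every sample, a filter chosen after the data were seen, there were 3312 changed, 269 higher and 3043 lower, since fewer genes (5347) were tested. The scalings, also chosen after the data were seen, moved the split between directions. Scaled by the median of ratios, 2889 genes were higher and 2950 lower. Scaled to the protein-coding total, 3110 were higher and 2751 lower. Scaled to the total without 7SL and 7SK RNA, 3244 were higher and 2429 lower. Table 1 transcripts lower were 12, 12 and 11 in the same order. The cause lies in the scaling itself, which moves the median of all genes.

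In the same order of scalings, the log2 fold change of CCNA2 was -0.16, -0.14 and -0.12, that of CCNB1 -0.096, -0.078 and -0.056, that of CCNB2 -0.098, -0.080 and -0.058, and that of AURKA -0.066, -0.048 and -0.026, none past the test. With no filter CCNB2 (-0.31) was not past the test (adjusted p = 0.0636, in a range of 0.00276 to 0.425 over its alternatives). Leaving out the filter changes the number of genes adjusted over and the moderation of variances, which were not told apart. These transcripts had the opposite sign under the scalings: CDK1 (0.13, 0.14 and 0.17), CDC45 (0.015, 0.032 and 0.053), POLE4 (0.071, 0.088 and 0.11), CDKN1B (0.066, 0.084 and 0.11), CDKN1A (0.098, 0.11 and 0.13), CDKN3 (0.15, 0.17 and 0.19), and RPS25 in the last alone (0.020). Of these, CDKN3 passed the test as higher under all 3 (adjusted p at most 0.0182) and CDK1 under the last 2 (0.0397 and 0.0258). KRT8 was -0.00014 without luc control replicate 3 and -0.031 without Reg-2 replicate 3, against 0.021 with all samples and up to 0.055 without 1 of the others.

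Of 24 gene lists, 12 passed camera with a preset correlation (1 of them the Table 1 transcripts, for which it is not stated whether these values entered the choice), 0 with an estimated one (0 also at an unadjusted p under 0.05, with a lowest adjusted p of 0.73), and 20 passed fry, which tests whether the genes of a list move and not whether they differ from other genes. Without Reg-2 replicate 3 the count was 6, and the cause was not tested. The p53 target genes (adjusted p = 0.048) and the cholesterol genes (0.47) changed sign with fry, which compares a list with 0 and not with other genes, and the means of both lists lie between the median gene and 0. The cholesterol genes also changed sign with no filter (0.99). The other genes compared with differ there, since the median gene was at 0.0055 with no filter and at -0.18 with the filter. This bears on every list value given with no filter. Whether it accounts for the changed sign was not tested.

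Of the 135 named genes with a test, 118 kept direction and call without each sample in turn. With a pseudocount of 0.1 all 135 did, with no filter 125, with the replicate block 126 and with robust=FALSE 134. Under the 3 scalings, in the order above, only 101, 101 and 97 did, while 22, 22 and 25 calls were lost and 6, 6 and 7 genes changed sign. With a TPM of at least 5 in every sample all 95 genes still tested did. The planned count models of edgeR and DESeq2 with their normalizations, and the filter of at least 50 counts, were not run, since the values are TPM. The planned limma test on log2(value + 1) is the one reported, and robust=FALSE does not enter camera. The number of reads is unknown, so what depth limits cannot be given.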

Differences from the paper's values

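The paper's fold change for CDC14B, control over Reg-2, is 1.45, and the value computed here was 1.26. Of the alternatives set before the data were examined, limma on log2(TPM + 0.1) gave 1.45. The fits with no filter, with the replicate block, with robust=FALSE (1.26 each) and without each sample in turn (1.22 to 1.31) differed from the paper's value. CDC14B is at 1.71 TPM in luc control cells and 1.15 TPM in Reg-2 cells, and its fold change depends on the pseudocount. The other tested transcripts of Table 1 did not differ from the paper's values by more than the replicate error. Both sets of values come from the same 6 samples, so this error is shared and does not judge a difference in processing. Such a difference was not tested. All 29 fold changes of Table 1 equal those of the authors' deposited comparison at 2 decimals.

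The paper counts 21 of the 29 transcripts of Table 1 as significantly down-regulated and its text states no threshold for this count. At an adjusted p under 0.05 from limma 24 were lower. The count was 24 at an unadjusted p under 0.05 and at an adjusted p under 0.1, 18 with no filter and 23 with the replicate block. The authors' deposited p-values, readjusted over the tested genes, gave 23. In the authors' own columns 23 transcripts are lower at a p under 0.05, 18 at an FDR under 0.05 and 22 at an FDR under 0.1. A deposited p of at most 0.01 after rounding to 2 decimals gave 21, as did a filter of at least 5 TPM in every sample, and both were tried only after the values were seen. That filter leaves CCNE1, CCNG2 and CDC14B untested.

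For CDK1 the paper's table prints the gene ID of CDK10, ENSG00000185324, while its values equal those deposited for CDK1, ENSG00000170312.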

Other observations

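All tests of explanations were chosen after the results were seen, apart from those of base composition and of variation within groups for 3′UTR hairpins. The changes of gene lists are given first.

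Most heat shock genes were lower in Reg-2 cells. Of them, HSP90AA1 had a log2 fold change of -0.87 (standard error 0.069, adjusted p = 4.94e-07 from limma), DNAJB1 one of -0.86 (adjusted p = 5.52e-07), HSPA1A one of -0.78 (adjusted p = 4.08e-06) and BAG3 one of -0.65 (adjusted p = 2.94e-06). Of the 12 on the list 11 were lower (11 when adjusted over the list alone) and 10 relative to the median gene (adjusted p = 0.0012 from camera, adjusted p = 0.73 with an estimated correlation). Of 18 unfolded protein response chaperones 11 were lower and 2 higher (11 and 2 when adjusted over the list alone), and 9 lower and 7 higher relative to the median gene, so that PDIA6 (-1.24), SEL1L (-1.10), EDEM1 (-1.05) and HYOU1 (-0.99) moved apart from DNAJB11 (0.31) and HSP90B1 (0.16), which were named after their values were seen, and the list did not pass the test against other genes (adjusted p = 0.41 from camera), though it did with no filter (1.3e-04). The call of HSP90B1 was lost without luc control replicate 2 (adjusted p = 0.119) or 3 (0.149) and without Reg-2 replicate 2 (0.109) or 3 (0.134). Of 21 genes of the integrated stress response 15 were lower (15 when adjusted over the list alone), among them SLC7A5 (-1.07) and DDIT4 (-0.99). The list had an adjusted p of 0.13 from camera (0.73 with an estimated correlation), 0.038 without luc control replicate 3, 0.032 in a fit with the replicate number as a term, 0.037 with TPM scaled to the total without 7SL and 7SK RNA and 1.5e-06 with no filter. Of its genes 12 were lower relative to the median gene and DDIT3 (0.35), CEBPB (0.24) and STC2 (0.21), named after their values were seen, higher.

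CCN1, a matrix protein induced by YAP and by growth factors, was at 43.5 ± 7.76 TPM (SD, n = 3) in luc control cells and 17.6 ± 1.06 TPM in Reg-2 cells (log2 fold change -1.24, adjusted p = 4.82e-06 from limma). Of 19 YAP/TEAD target genes 13 were lower (13 when adjusted over the list alone), with AXL at -0.87, PTPN14 at -0.64 and AMOTL1 at -0.62. Of 19 extracellular matrix and mesenchymal genes 15 were lower (15 when adjusted over the list alone), with TNC at -0.95, THBS1 at -0.82, MMP2 at -0.78 and TGFBI at -0.61. Of 10 immediate early genes 9 were lower (9 when adjusted over the list alone), with JUN at -0.71, FOSL1 at -0.56 and IER2 at -0.54. Of these 3 lists 12, 8 and 8 genes were lower relative to the median gene, in the order given, and FJX1 (0.34) of the first and TIMP1 (0.25) of the second list, named after their values were seen, were higher. Each list had an adjusted p of 0.018 from camera (adjusted p = 0.73 with an estimated correlation). Without Reg-2 replicate 3 it was 0.076 for the YAP/TEAD targets, 0.050 for the matrix genes and 0.063 for the immediate early genes, and without luc control replicate 2 it was 0.069 for the matrix genes.

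IER3, a known target of Reg-2, had a log2 fold change of -0.72 (adjusted p = 1.13e-04 from limma), and -0.64 relative to the median gene. It was at 1.21 TPM in luc control cells and 0.356 TPM in Reg-2 cells, where log2(TPM + 1) understates the change. IER3 passed the filter only through the luc control samples, so its place among the tested targets is not independent of its decrease. IL6 (0.382 TPM in luc control cells, 0.252 TPM in Reg-2 cells), IL1A (0.157 TPM and 0.0611 TPM) and IL1B (0.00988 TPM and 0.0213 TPM) were too low to be tested, so both tested transcripts of the known Reg-2 targets, IER3 and ZC3H12A, were lower (2 when adjusted over the list alone). Of 8 tested targets of Regnase-1 in the literature 6 were lower and CXCL2 (0.21), named after its value was seen, was higher (6 and 1 when adjusted over the list alone), with CSF2 at -1.23, TFRC at -1.02 and CCL2 at -0.81, and the list had an adjusted p of 0.29 from camera, or 0.032 in a fit with the replicate number as a term. CSF2, TFRC, CCL2, IER3 and ZC3H12A stayed lower relative to the median gene. The call of CXCL2 was lost without luc control replicate 2 (adjusted p = 0.0538) or Reg-2 replicate 2 (0.0537). ZC3H12A, encoding Reg-1, was at -0.31 (adjusted p = 0.00107 from limma) and ZC3H12C at -0.56 (adjusted p = 5.38e-06). The Regnase family list also holds N4BP1 and KHNYN, which the paper does not count in the family, and ZC3H12D was too low to be tested. Of its 5 tested genes 4 were lower (4 when adjusted over the list alone), namely ZC3H12A, ZC3H12C, N4BP1 and KHNYN. ZC3H12A (-0.17) and ZC3H12C (-0.42) stayed so relative to the median gene. The fifth was ZC3H12B, whose size gives the list a mean of 0.947 against a median of -0.26 (adjusted p = 0.61 from camera). Of 7 cytokines 5 were lower and 1 higher (5 and 1 when adjusted over the list alone, adjusted p = 0.42 from camera), with CSF2, CCL2 and LIF (-0.25) lower and CXCL2 (0.35) higher relative to the median gene, and of 9 NF-kB genes 5 were lower and 1 higher (5 and 1 when adjusted over the list alone, adjusted p = 0.78, 0.016 with no filter), with TNFAIP2 at -0.57 and NFKBIA, named after its value was seen, at 0.23. TNFAIP2 (-0.37) and TNIP1 (-0.21) were lower relative to the median gene, and NFKBIA (0.43) and NFKB1 (0.18), named after its value was seen, higher. The call of NFKBIA was lost without luc control replicate 1 (adjusted p = 0.0748) or 2 (0.142) and without Reg-2 replicate 2 (0.137) or 3 (0.0633). Of 29 RNA decay factors 19 were lower and 1, PAN2 (0.26, also named after), was higher (20 and 1 when adjusted over the list alone), while 11 were lower and 6 higher relative to the median gene, with DCP2 at -0.79, XRN2 at -0.66 and DDX6 at -0.59 (adjusted p = 0.099 from camera, 6.6e-09 with no filter). The paper normalizes its qPCR to POLE4 or TBP, and probes Lamin B1 (encoded by LMNB1) as a protein on western blots. Of these transcripts, TBP was at -0.31 (adjusted p = 0.00172 from limma) and LMNB1 at -0.27 (adjusted p = 0.0048), and POLE4 at -0.13 (adjusted p = 0.229), so 2 of 3 were lower (2 when adjusted over the list alone, adjusted p = 0.60 from camera). TBP (-0.12), LMNB1 (-0.061) and POLE4 (0.071) did not pass the test relative to the median gene.

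NES, encoding nestin, had a log2 fold change of -0.58 (adjusted p = 4.83e-06 from limma), FABP7 one of -0.69 (adjusted p = 6.29e-04) and GJA1 one of -0.67 (adjusted p = 2.53e-05). Of 8 astroglial and neural stem markers 7 were lower (7 when adjusted over the list alone, adjusted p = 0.11 from camera). Besides NES, FABP7 and GJA1, S100B (-0.79) and PTPRZ1 (-0.90) were lower relative to the median gene and SOX2 (0.27) was higher, and these 3 were named after their values were seen. The list passed without luc control replicate 1 (0.048), with no filter (0.011), in a fit with the replicate number as a term (0.011) and with TPM scaled to the total without 7SL and 7SK RNA (0.037). With an estimated correlation it did not pass (adjusted p = 0.73 from camera). Of 19 genes of glycolysis and hypoxia 15 were lower and 1, EGLN3 (0.24, named after its value was seen), was higher (15 and 1 when adjusted over the list alone, adjusted p = 0.11 from camera, 2.0e-06 with no filter), with 9 lower relative to the median gene and ADM (0.34), named after its value was seen, and EGLN3 (0.38) higher, with HK2 at -0.77 and SLC2A1 at -0.53. Of 22 p53 target genes 7 were lower and 4 higher (7 and 1 when adjusted over the list alone), and 6 lower and 7 higher relative to the median gene, with TP53INP1 at -0.76, MDM2 at -0.58 and FAS at 0.52, and PPM1D, DDB2 and TIGAR, named after their values were seen, at 0.15 to 0.16. These 3 calls were lost without most single samples. DDB2 had an adjusted p of 0.122 without luc control replicate 1, 0.161 without Reg-2 replicate 1 and 0.0508 without Reg-2 replicate 3, and did not pass without luc control replicate 3 either. Without luc control replicates 2 and 3 and Reg-2 replicates 1, 2 and 3 in turn, PPM1D had 0.123, 0.156, 0.051, 0.174 and 0.053, and TIGAR 0.153, 0.156, 0.0817, 0.0623 and 0.0913. The median of the p53 list was -0.084 and camera placed it above other genes without passing (adjusted p = 0.33). Of 4 CDK inhibitors CDKN2D was lower and 3 did not pass (1 lower when adjusted over the list alone, adjusted p = 0.78 from camera), CDKN1B at -0.14 (0.0149 as adjusted p without Reg-2 replicate 3), CDKN1A at -0.086 (0.0206 without that sample) and CDKN3 at -0.063. CDKN2D (-0.47) stayed lower relative to the median gene, and CDKN3 (0.15, adjusted p = 0.0182 from limma) was then higher. Of the neuronal markers 2 were tested, MAP2 at -0.32 (adjusted p = 0.00483, and 0.0595 with no filter) and TUBB3 at 0.11 (adjusted p = 0.21), so 1 was lower (1 when adjusted over the list alone), while relative to the median gene MAP2 (-0.14, adjusted p = 0.14) did not pass and TUBB3 (0.31, adjusted p = 0.00144) was higher. Of the epithelial markers KRT18 was at -0.80 (adjusted p = 1.67e-06) and KRT8 at 0.021 (adjusted p = 0.792), 1 lower (1 when adjusted over the list alone), while relative to the median gene KRT18 (-0.61) was lower and KRT8 (0.16, adjusted p = 0.027) higher. None of the 13 myeloid markers was high enough to be tested.

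With a preset correlation a few lists lay above other genes. IFIH1, which encodes the RNA sensor MDA5, rose by a log2 fold change of 0.81 (standard error 0.085, adjusted p = 6.45e-06 from limma), from 1.29 TPM to 3.03 TPM. It was the 1 of 17 interferon-stimulated genes to pass (1 when adjusted over the list alone), with 8 higher relative to the median gene (adjusted p = 0.0035 from camera, adjusted p = 0.73 with an estimated correlation, 0.071 without Reg-2 replicate 3). Of 23 cholesterol genes 3 were higher, SQLE (0.31), MVK (0.29) and MSMO1 (0.36), and 6 lower (3 and 5 when adjusted over the list alone), among them INSIG1 (-0.71). The balance was turned round relative to the median gene, with 14 higher and 3 lower. MVK and MSMO1 were named after their values were seen. The cholesterol list had a median of 0.015, a mean of -0.045 and an adjusted p of 0.018 from camera (adjusted p = 0.73 with an estimated correlation, 0.071 without Reg-2 replicate 3). Of 13 mitochondrially encoded mRNAs MT-ND3 was higher (0.29, adjusted p = 0.0037, 1 when adjusted over the list alone), and 8 were relative to the median gene (adjusted p = 0.0012 from camera, adjusted p = 0.73 with an estimated correlation). Of 76 ribosomal protein genes 2 were higher and 5 lower (0 and 0 when adjusted over the list alone), and 58 were higher relative to the median gene, with an adjusted p of 2.8e-05 from camera (adjusted p = 0.73 with an estimated correlation), a median of 0.022 and a mean of -0.0063. RPS16 was at -0.31 and RPS25 at -0.24, and RPL39, RPL4 and RPL15, named after their values were seen, at 0.17, -0.17 and -0.17. RPL4 had an adjusted p of 0.121 and 0.0988 without luc control replicates 1 and 3, and of 0.0611, 0.109 and 0.059 without Reg-2 replicates 1, 2 and 3. RPL15 had 0.0783, 0.134, 0.0992 and 0.176 without luc control replicates 1 and 3 and Reg-2 replicates 1 and 2, and RPL39 had 0.091, 0.122, 0.154 and 0.097 without luc control replicates 2 and 3 and Reg-2 replicates 2 and 3. With no filter the interferon-stimulated genes (adjusted p = 0.093 from camera), the mitochondrially encoded mRNAs (0.12) and the ribosomal protein genes (0.53) did not pass as lists. The calls of RPL13A (0.19) and RPLP1 (-0.28) were also lost without single samples, namely without luc control replicate 3 (adjusted p = 0.0797), Reg-2 replicate 2 (0.0574) or 3 (0.0622) and in a fit with the replicate number as a term (0.0799) for RPL13A, and without luc control replicate 1 (0.0567) or Reg-2 replicate 1 (0.0628) for RPLP1.

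Among the largest decreases that are in no list, CCDC117 had a log2 fold change of -1.33 (adjusted p = 8.47e-08 from limma), SGPP1, encoding a phosphatase that acts on sphingosine phosphate, one of -1.32 (adjusted p = 1.07e-07), and ARPP19, encoding an inhibitor of the phosphatase PP2A, one of -1.29 (adjusted p = 7.64e-08). HIST2H2AA4 (-1.66, adjusted p = 0.0292), HIST2H3D (-1.57, adjusted p = 0.0211), HIST1H4I (-1.46, adjusted p = 0.0172) and HIST2H3A (-1.43, adjusted p = 0.0341) also fell, with more spread between samples and with reads shared among paralogs. None of the 4 passed in a fit with the replicate number as a term (adjusted p = 0.107 to 0.165), and their calls were lost without single samples. HIST2H2AA4 had an adjusted p of 0.0853 without luc control replicate 1, 0.0923 without luc control replicate 3, 0.0519 without Reg-2 replicate 1 and 0.0636 without Reg-2 replicate 2. HIST2H3D had 0.0699, 0.0781 and 0.0633 without luc control replicate 1, luc control replicate 3 and Reg-2 replicate 2, HIST2H3A had 0.108, 0.108 and 0.0607 without the same samples, and HIST1H4I had 0.067 and 0.0666 without luc control replicate 1 and 3.

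Genes with a UAU or UGU hairpin in the 3′UTR had lower fold changes. With UTR length, coding length, mean level and GC content in the model, 4242 of 9618 genes with such a hairpin differed by -0.0476 in log2 fold change (standard error 0.007). This search followed looks at short words of the 3′UTR, microRNA seeds, protein hydrophobicity, zinc fingers and UTR length. Base composition was tested with mirror elements, which have the same loops and complemented bases on one side so that no stem forms. The difference for hairpins minus that for mirror elements was -0.0466 (standard error 0.0101), and -0.0445 (standard error 0.0103) without GC content in the model. This argues against GC content as the whole cause. Complementing swaps A with U and G with C, so the balance of these bases was not matched and could still matter. Contrasts of a sample with the others of its group gave at most 0.0063, which argues against variation between libraries, and leaving out single samples gave -0.0496 to -0.0455. Among 64 loops UAU ranked 1 (-0.0455) and UGU ranked 2 (-0.0402) with GC content in the model. In the earlier model without it, UGU ranked 5 (-0.0323) and UAU ranked 15 (-0.0208), and the pooled difference was -0.027. With GC content in the model, UAA (-0.0379, standard error 0.0074) and UUU (-0.0332, standard error 0.0073) followed UGU closely, and differences between loops were not tested. The ranks also depend on the choice of model, so whether the loop sequence matters cannot be told. A candidate explanation is cutting of such stems by Reg-2, but the difference is small beside the change of CCNE2, genes are not independent replicates, and the pattern was found and tested on the same data. The fold change also fell with 3′UTR length, by a slope of -0.0287 (standard error 0.0018) per doubling, but the slope for coding length was -0.0323 (standard error 0.0031), so it was not particular to the 3′UTR. Each length taken alone, the rank correlation was stronger for 3′UTR length (Spearman rho -0.152) than for coding length (-0.07). The median log2 fold change was 0.058 for 242 genes with at least 4 zinc finger linkers and -0.193 for 9376 other genes.

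The median tested gene was lower in Reg-2 cells. With TPM rescaled to the total without 7SL and 7SK RNA the median was 0.0335. The larger share of these RNAs thus accounts for the shift by arithmetic, whichever class of RNA changed in the cells. The median without Reg-2 replicate 1 was -0.158, which argues against that sample as its cause. Mitochondrially encoded mRNAs, which a cytoplasmic RNase would not reach, had a median of 0.0783. A rise of 7SL and 7SK RNA alone would have lowered their share too. A fall of most nuclear-encoded mRNAs could therefore have taken place, but shares of a total cannot be told apart into a fall of one class and a rise of another, and this stays open.

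Reg-2 replicate 1 had more genes above 0 TPM (31040) than the other samples (26565 to 28456). Over 374 olfactory receptor genes, silent in most tissues, its mean TPM was 2.75 times the mean of the other samples. Depth moves detection and not the mean TPM, which argues against depth as the cause. The other Reg-2 samples reached at most 0.0154 TPM for these genes, against 0.0362 TPM, which argues against Reg-2 itself. Over 71 keratin-associated protein genes the ratio was 2.03, over 15 beta defensin genes 2.72 and over 4 antigen receptor genes 0.97. A background of DNA or unspliced RNA may explain the first ratios and was not tested in another way.

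With 3 samples against 3 there are 10 splits of the samples, too few for a share under 0.05. For genes changed the real split gave 6279 and the highest of the others 1, so 1 split of the 10 was as large as the real one, itself. For Table 1 transcripts lower the real split gave 24 and the highest of the others 0, again with 1 split as large. For gene lists the real split gave 12 and the highest of the others 14, with 2 splits as large. Splits that mix the groups thus also call lists with a preset correlation.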
